# Functional role of cyanidin-3-O-glucoside in osteogenesis: A pilot study based on RNA-seq analysis

**DOI:** 10.3389/fnut.2022.995643

**Published:** 2022-09-30

**Authors:** Lin Chen, Bosen Hu, Xiaohong Wang, Yong Chen, Bo Zhou

**Keywords:** cyanidin-3-O-glucoside, osteogenesis, RNA-sequencing, MC3T3-E1 cells, *Atp6v0c*, *Cx3cl1*, *Ly6a*

## Abstract

Cyanidin-3-O-glucoside (C3G) is the most widely distributed anthocyanin and it can reportedly reduce the risk of osteoporosis, but the molecular mechanism by which C3G promotes bone formation is poorly understood. In the current study, RNA sequencing (RNA-seq) was used to investigate the mechanism of action of C3G in osteogenesis. MC3T3-E1 mouse osteoblasts were divided into a C3G (100 μmol/L)-treated group and a vehicle-treated control group, and differentially expressed genes (DEGs) in groups were evaluated *via* RNA-seq analysis. The functions of the DEGs were evaluated by Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) analyses, and the genes were validated by quantitative real-time PCR. The RNA-seq analysis identified 34 genes that were upregulated in C3G-treated cells compared to vehicle-treated cells, and 17 that were downregulated GO and KEGG pathway analyses indicated that these genes were highly enriched in functions related to lysosomes and glycolipid biosynthesis, among others. The differential expression of ATPase H+-transporting V0 subunit C (*Atp6v0c*), chemokine (C-X3-C motif) ligand 1 (*Cx3cl1*), and lymphocyte antigen 6 complex, locus A (*Ly6a*) genes was validated by quantitative real-time-PCR. Because these genes have been previously implicated in osteoporosis, they are potential target genes of C3G action in MC3T3-E1 cells. These results provide molecular level evidence for the therapeutic potential of C3G in the treatment of osteoporosis and other disorders of bone metabolism.

## Introduction

Osteoporosis is a disorder of bone metabolism characterized by reduced bone mineral density and a high risk of bone fracture (1). It is a global public health problem (2) that will worsen with the increasing life expectancy of the human population. Osteoblasts and osteoclasts are responsible for bone remodeling, which maintains the integrity of the skeleton (3, 4). Primary cause of osteoporosis is dysfunctional osteoblasts and osteoclasts activity (5). Promoting the proliferation and differentiation of osteoblasts is an effective way to enhance bone mineral density and prevent osteoporosis (6).

Cyanidin-3-O-glucoside (C3G) is an anthocyanin that is widely distributed in nature (7, 8). C3G evidently has antioxidant and anti-inflammatory effects, therapeutic effects on disease, such as obesity, type 2 diabetes mellitus, and prostate cancer (9, 10), and promotes bone formation and reduces bone loss (11–16). In a study conducted in the United Kingdom, women with high dietary anthocyanin intake had higher bone mineral density (11, 12). In rodents, C3G supplementation can reportedly improve bone quality and reduce bone loss (13, 17, 18), and in other studies it has enhanced osteoblast differentiation and mineralization (19, 20). C3G may be a natural product supporting the prevention and treatment of osteoporosis (21).

To date most studies investigating the molecular etiology of osteoporosis have focused on components of signaling pathways related to bone development such as mitogen-activated protein kinase (MAPK) (22, 23), nuclear factor kappa B (NF-κB) (22), bone morphogenetic protein (BMP) (24), and Wnt (25) pathways. Recent studies have also revealed roles for the chemokine (C-X3-C motif) ligand 1 (CX3CL1)/chemokine (C-X3-C motif) receptor 1 (CX3CR1) signaling axis (26) and glycosylphosphatidylinositol-anchored proteins (27).

Anthocyanins from black rice, which is enriched in C3G (28) and blackberry (29) were shown to affect osteoblast proliferation and differentiation by modulating the expression of target genes including alkaline phosphatase (*Alp*), osteopontin (*Opn*), osterix (*Osx*), and bone gamma-carboxyglutamic acid-containing protein (*Bglap*) (20). C3G increased the mineralization capacity of osteoblasts via the extracellular signal regulated kinase 1/2 (ERK1/2) signaling pathway (19). Several molecular mechanisms of C3G have been investigated in bone cells, but its effects on gene regulation involved in bone formation remain largely unknown.

RNA sequencing (RNA-seq) technology combined with bioinformatics have enabled the large-scale identification of genes associated with normal biological processes and pathogenic processes (30). In current study, gene expression profiles of ME3T3-E1 osteoblast-like cells with and without C3G treatment were investigated by RNA-seq and a functional analyses of differentially expressed genes (DEGs) was conducted to identify those that potentially mediate the protective effects of C3G in osteoporosis.

## Materials and methods

### Chemicals and reagents

C3G with the purity over 98% was purchased from Meilunbio (Dalian, China). TRIzol reagent, primers of quantitative polymerase chain reaction (*qRT-PCR*), a reverse transcription kit and SYBR Green MasterMix were purchased from Takara Bio (Ostu, Japan). Pancreatin were purchased from Hyclone (Logan, UT, USA). Dimethylsulfoxide (DMSO), phosphate buffered saline (PBS), and other chemicals were purchased from Sigma-Aldrich (Sigma, USA).

### Cell culture

Murine preosteoblast MC3T3-E1 cells obtained from the Cell Bank of the Chinese Academy of Science (Shanghai, China) were cultured in alpha-minimal essential medium supplemented with 10% fetal bovine serum and 1% penicillin/streptomycin (all from Hyclone, Logan, UT, USA) at 37°C and 5% CO_2_. In a previous study, 100 μmol/L C3G promoted cell proliferation of MC3T3-E1 cells (19), therefore, 7^*^10^5^/ml MC3T3-E1 cells were seeded in 6-well plates in the present study. After the cells had adhere, the cells were synchronized for 24 h using serum-free medium. After completion of the synchronization treatment, the serum-free medium was replaced with complete medium with or without 100 μmol/L C3G, and the cells were culture for a further 24 h.

### RNA-seq analysis

Total RNA was extracted from cells using TRIzol reagent and RNA integrity was evaluated *via* agarose gel electrophoresis and spectrophotometry using a NanoDrop ND-1000 instrument (Thermo Fisher Scientific, Waltham, MA, USA). An RNA library was constructed with the KAPA Stranded RNA-seq Library Prep Kit (Illumina, San Diego, CA, USA), and the quality of the library was assessed using 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). Quantification of the library was performed *via* quantitative real-time PCR (qRT-PCR). Sequencing was performed over 150 cycles using the Xten/NovaSeq system (Illumina). Raw RNA-seq data were submitted to NCBI Gene Expression Omnibus (accession number. GSE149731).

### Functional analysis of identified genes

FastQC v0.11.8 was used to analyze the raw RNA-seq data (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/) (31). Fragments per kilobase of gene/transcript model per million mapped fragments values for gene and transcript levels were calculated with the Ballgown package (https://www.bioconductor.org/packages/release/bioc/html/ballgown.html) of R v2.10.0 software. R was used to generate volcano plots and heatmaps to further analyze gene expression profiles.

Gene Ontology (GO) functional enrichment analysis of DEGs (www.geneontology.org/) was performed, and genes involved in biological process, cellular component, and molecular function GO categories were identified (32, 33). Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis (www.genome.jp/kegg/) was conducted to identify signaling pathways associated with the DEGs. All pathways were based on the KEGG database (33).

### Quantitative real-time PCR

RNA was extracted from C3G-treated and untreated MC3T3-E1 cells (*n* = 3 replicates each) using TRIzol reagent. cDNA was synthesized using a reverse transcription kit, and SYBR Green MasterMix was used for qRT-PCR in a reaction volume of 20 μL. qRT-PCR was performed on a real-time PCR machine (ABI 7500, Applied Biosystem, Foster, California, USA). The primer sequences used are shown in Table 1. The glyceraldehyde 3-phosphate dehydrogenase (*Gapdh*) gene was used as the internal control to calculate target gene expression levels *via* the cycle threshold (2^−Δ*ΔCt*^) method.

**Table 1:** Primer sequences used in the study.

**Gene**	**Sequence (5^′^-3^′^)**	**Gene**	**Sequence (5^′^-3^′^)**
LSM12-f	CAGCGTTCACAAGCCCAACAAC	Cx3cl1-f	CTACTAGGAGCTGCGACACG
LSM12-r	CACTGAAGCCACCACCACCATC	Cx3cl1-r	TGTCGTCTCCAGGACAATGG
Foxp1-f	CAAGCTGTGCACCCCATACA	Adprhl2-f	TGAGCCGAGAGGAAGTGGTGTC
Foxp1-r	TGTACAAGAAACGGAGGGCG	Adprhl2-r	GCAGCGCAGGAAGCAGTAGATG
Ly6a-f	CCTGCTGGGTAGGTAGGTGCTC	Txndc5-f	GCCGCTGCTCGTAACTCTGTG
Ly6a-r	CCTCTTCACTGTGCTGGCTGTG	Txndc5-r	CCGCTCGTGGGAGGTAGGTG
Cenpx-f	CGGAAGGAACTGGTGAGCAGAC	Ppp1r15a-f	AGCATGGGCACGCCTTAGAAAC
Cenpx-r	ACGGACAGCAGCCTCTAGTACG	Ppp1r15a-r	CCGCCTCCCTCCCAAGTACAG
Defb25-f	ATGCACCTGTGTCCGGATG	Tmem55b-f	CGTACGGAGCCGGTAAACA
Defb25-r	ATGGCATCAACTCTAGAGCAA	Tmem55b-r	TCTTGATGGGAGTGGCTTCG
Pigc-f	AGTAGTCCCCTTCCAAGCCG	Camk2g-f	CCGCCCGAGATCATCAGAAA
Pigc-r	GCTAAATTCCTGCACCAAGCTC	Camk2g-r	CTTGACACCGCCATCTGACT
Atp6v0c-f	ACGAACAGCCTGACACATGCAC	Gm20521-f	CTCTAGCCGGGAGGATGAAAG
Atp6v0c-r	GCCTGGGTGGGAGATGAGTGG	Gm20521-r	CCAACGTAGATAGAGCGGGC
Ccdc115-f	GGTGGAGGAGGGTTGGCTCTC	Nkiras2-F	CGGGAGCAGGTGCGTTTCTATG
Ccdc115-r	GCACGCACGCAGACCTGAG	Nkiras2-R	ACGTAGCCATCGGTGCAGGAG
Ugt1a7c-f	TTGCCTTAGGCTGCACTTCT	Tex2-f	GAGTGGTTCAGGCGGTTCATCC
Ugt1a7c-r	TCCGGAACAACCACTACGAC	Tex2-r	GCTGCTGCTGCGGCTGTG
Nfya-f	CAGCCGTTAATGGTGCAAGT	Iqcd-f	GCGAGAAGCAGGACGAATAC
Nfya-r	GAGGCACCAACTGTATCTGCT	Iqcd-f	CCACCCGCTTCTTGGAATTG
GAPDH-f	TTGTCTCCTGCGACTTCAACA		
GAPDH-r	GTGGTCCCAGGGTTTCTTACTCC		

### Statistical analysis

Data are presented as mean ± standard deviation. Statistical analyses were performed using SPSS v22.0 software (SPSS Inc, Chicago, IL, USA). Comparisons between two groups were performed with the student's *t*-tests, and *p* < 0.05 was deemed to indicate statistical significance.

## Results

### Identification of DEGs

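MC3T3-E1 is a preosteoblast line from mouse skull bone, and C3G (cyanidin-3-O-glucoside) is a plant pigment of the anthocyanin class. RNA-seq was carried out on 6 cultures, of which 3 received complete medium with 100 μmol/L C3G for 24 h and 3 received the same medium without C3G. The sample labels give the same dose with the unit written as um/l. The authors deposited 1 FPKM value (a fragment count scaled for gene length and for the mapped fragments of the library) per gene and library, calculated with Ballgown. The paper's text does not name the aligner or the genome build. It gives Student's tests for comparisons of 2 groups in general, without saying whether the DEG calls rest on them. FPKM values are already divided by gene length and by the library total, and the low values showed no steps of single reads, so the depth of each library is unknown.
The 6 libraries list the same 11234 genes, each with a mean FPKM of at least 0.5 in at least 1 group. The median FPKM was 5.80, 7.31 and 7.40 in control replicates 1, 2 and 3, and 6.93, 7.23 and 7.34 in C3G replicates 1, 2 and 3. In that order, 71, 9, 14, 14, 18 and 15 genes were listed at 0. Pearson's r of log2(FPKM + 1) across genes, which are not independent replicates, was 0.886 to 0.939 between control replicate 1 and the other 5 libraries. Among the other 5 libraries it was 0.968 to 0.992. Control replicate 1 departed from control replicates 2 and 3 according to the GC content of the transcript (Spearman's rho 0.748 across genes). C3G replicate 1 departed from its own group in the same direction (rho 0.631).
Differences between the groups were tested with limma on log2(FPKM + 1) with a mean-variance trend, over all genes and with no filter. A fold change on this scale understates the change of genes with low FPKM. DEGs were called at the values the paper states, a p of 0.05 and a fold change of 1.2. The paper does not say whether its p is adjusted or two-sided; here it was taken as unadjusted and two-sided, with Benjamini-Hochberg adjustment alongside. Single genes were also given a two-sided exact permutation test, whose smallest possible p for 3 libraries against 3 is 0.1.

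**Figure D1:**
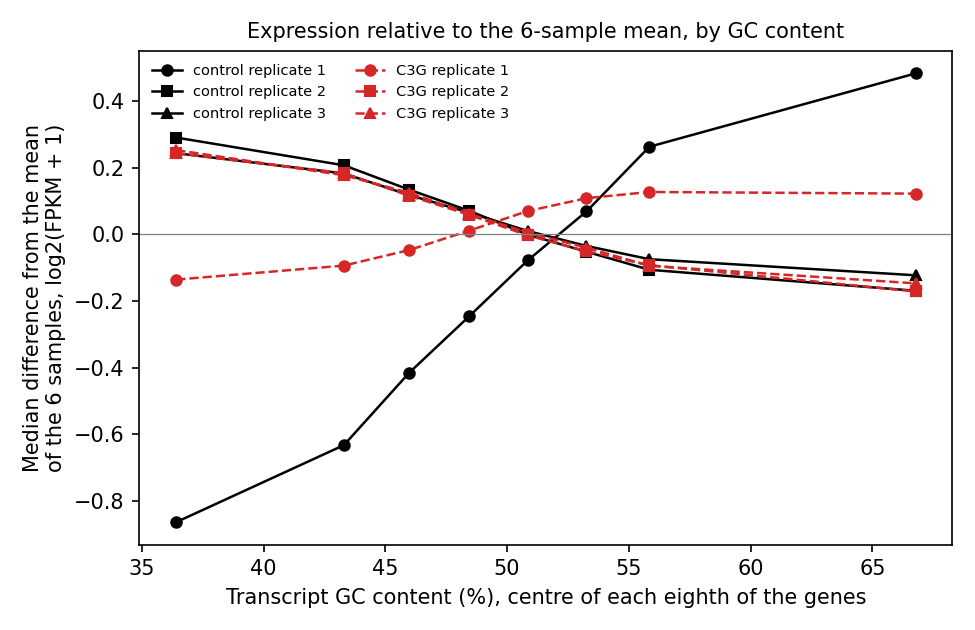
Median difference of each library from the mean of the 6 libraries, in log2(FPKM + 1) units on the vertical axis, for genes in 8 equal groups by transcript GC content (percent, horizontal axis). Each line is 1 library, black for control and red dashed for C3G; control replicate 1 runs from -0.86 in the group lowest in GC content to 0.48 in the highest, C3G replicate 1 rises less, and the other 4 libraries fall.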

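With limma, 74 of the 11234 genes had an unadjusted p under 0.05, and 73 of them also passed the fold change of 1.2. At that threshold 562 genes would be expected by chance if the libraries were independent. After Benjamini-Hochberg adjustment 0 genes passed, and the smallest adjusted p from limma was 0.497. The values of the 2 groups did not overlap in 59 of the 73 DEGs. Over all genes, the groups did not overlap in 452 (4.02%), where chance alone gives 10% for 3 independent libraries against 3. Both chance figures rest on independence, whereas libraries with the same replicate number departed together, as described next. The 3 other divisions that part every same-numbered pair gave 4.78%, 3.01% and 2.96% without overlap. They had 57, 44 and 52 genes with an unadjusted limma p under 0.05, so the real division was not low beside them.
The libraries carry replicate numbers 1 to 3 in both groups, and libraries with the same number departed together from their group means. The correlation of these departures across genes was 0.653, 0.580 and 0.440 for replicates 1, 2 and 3, against -0.640 to 0.307 for libraries with different numbers. With the replicate number as a block in the model, limma called 169 DEGs, of which 62 were among the 73, and again 0 genes passed the adjustment. The alternative that moved the count most was a correction of each library for GC content together with the replicate block, chosen after the data were seen. It gave 246 DEGs, 263 genes with an unadjusted p under 0.05 and 0 genes past the adjustment.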

Expression profiles of 11,238 genes in C3G-treated and untreated MC3T3-E1 cells were determined by RNA-seq, which yielded 51 DEGs (*p* < 0.05, fold change ≥1.2). 

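Of the DEGs called with limma, 45 were higher and 28 lower in C3G-treated cells, so that 61.6% were higher. With quantile normalization of the libraries the split was 30 higher and 30 lower, and with the GC correction it was 67 higher and 68 lower. Among DEGs with a mean FPKM of at least 1 and no overlap between the groups, the smallest p values of the higher genes belonged to *Nudcd3*, *Foxp1*, *Pigc*, *Flvcr1* and *Nat8f5*. Those of the lower genes belonged to *Cx3cl1*, *Ube2m*, *Dynll2*, *Camk2g* and *Ppp1r15a*. *Foxp1* lies on chromosome 6 of GRCm38 (98925338 to 99522721) and encodes a forkhead transcription factor. Its exons overlap those of *Gm20696* and *Gm49348* on the same strand, which hold 4.10% of the 75-base stretches of its transcript. Its FPKM was 7.18 ± 1.20 (SD, n = 3) with C3G and 3.42 ± 0.319 (SD, n = 3) in untreated cells. This is a log2 fold change of 0.88 with a standard error of 0.176 (limma p = 0.00173, adjusted p = 0.992, exact permutation p = 0.1), and it stayed between 0.82 and 1.01 with each library left out in turn. *Nat8f5*, on the same chromosome (85817218 to 85820972), had an FPKM of 1.41 ± 0.0787 (SD, n = 3) with C3G and 0.845 ± 0.0310 (SD, n = 3) without it. Its log2 fold change was 0.39 (standard error 0.116, limma p = 0.0131, exact permutation p = 0.1), and 6.80% of the 75-base stretches of its transcript also occur in the neighbouring *Nat8f6*. It passed both thresholds in 13 of 18 alternatives, and not with quantile normalization, with median centring, with the GC correction (with or without the replicate block) or without control replicate 2.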

A heatmap (Figure 1A) and a volcano plot (Figure 1B) were used to represent the abundance of these different transcripts, with expression levels ranging from high (red) to low (green), and there were 34 upregulated and 17 downregulated DEGs. Details of all DEGS are shown in the Supplementary Table 1.

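Of the 51 genes in that table, 50 could be matched to the deposited FPKM values, and *Iigp1* was not analysed here. The positions the table prints equal the GENCODE M21 gene boundaries on GRCm38 for 50 of the 50. The direction of change from the FPKM values was the one in the table for 49 of the 50 genes. With limma, 24 of the 50 passed both thresholds, 16 of the 33 higher genes and 8 of the 17 lower genes. Another 20 passed the fold change but not the p threshold, and 11 genes had a limma p from 0.05 to 0.1. The groups did not overlap in 40 of the 50 genes. With Benjamini-Hochberg adjustment over the 50 genes alone 4 passed, against 0 over all genes; since the list was called on these same libraries, the first count shows no stability.
The gene with the opposite direction was *Tmem55b* (chromosome 14, 50926068 to 50930856), with an FPKM of 6.17 ± 1.15 (SD, n = 3) in C3G-treated cells and 5.88 ± 0.384 (SD, n = 3) in untreated cells. Its difference was smaller than the spread between replicates (limma p = 0.801, exact permutation p = 0.8), and its direction reversed under quantile normalization, median centring and the GC correction. *Cenpx* was the same in both groups, at 9.19 ± 2.50 FPKM (SD, n = 3), with p = 0.990 by limma and p = 1 by the exact permutation test. *Lsm12*, the first gene of the table, had 34.4 ± 2.35 FPKM (SD, n = 3) with C3G and 25.5 ± 12.5 FPKM (SD, n = 3) without it. Its control libraries ranged from 13.3 to 38.3 FPKM, and the difference did not exceed that spread (limma p = 0.179, exact permutation p = 0.4). *Defb25* was listed at 0 in control replicates 1 and 3 and at 0.448 FPKM in control replicate 2, against 1.23, 1.19 and 0.559 FPKM in C3G replicates 1, 2 and 3 (limma p = 0.00757, exact permutation p = 0.1).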

**Figure 1:**
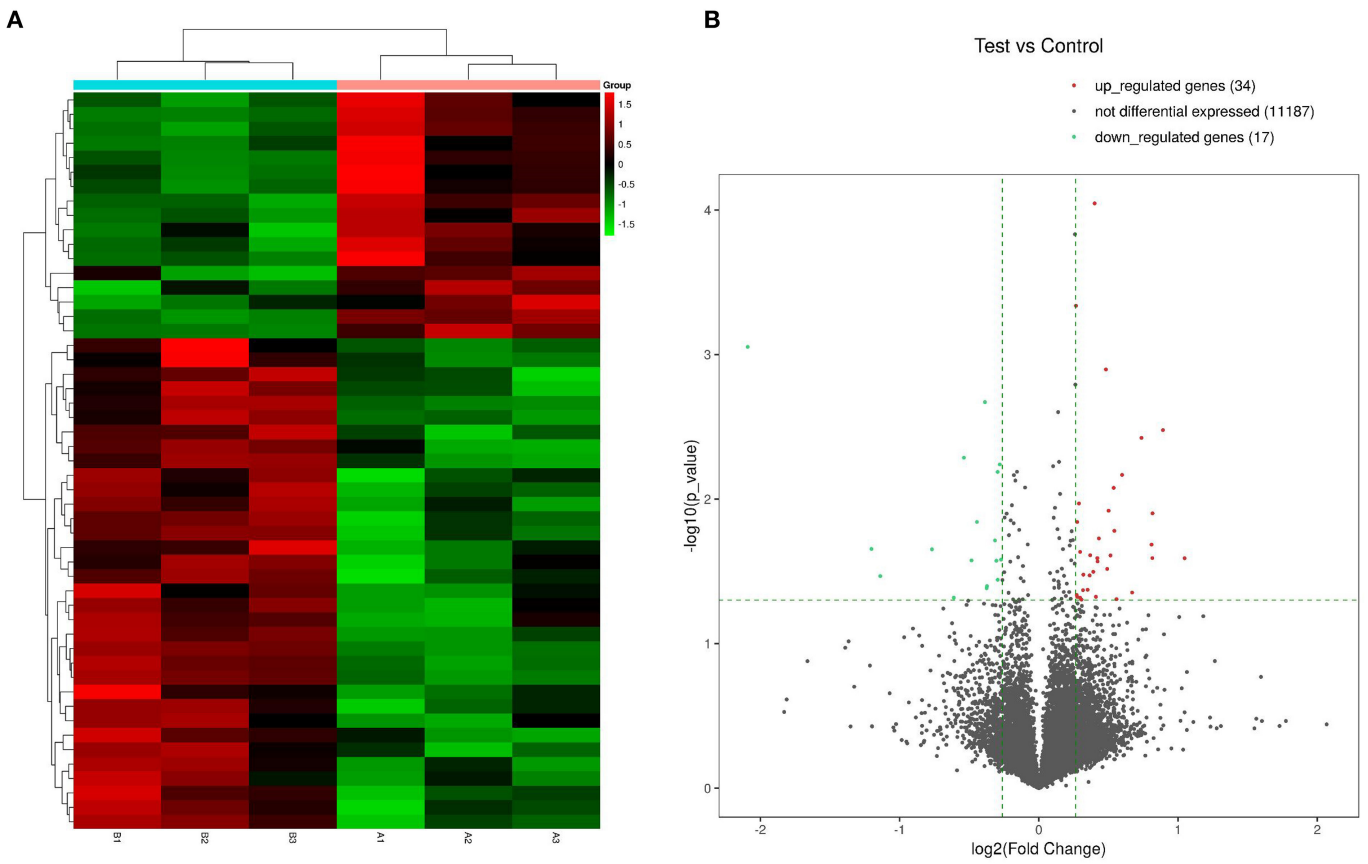
Heatmaps and volcano plot of DEGs in C3G-treated vs. untreated control MC3T3-E1 cells. **(A)** Heatmap of 34 upregulated and 17 downregulated DEGs. **(B)** Volcano plot of upregulated (red dots) and downregulated (green dots) DEGs and genes expressed at a normal level (gray dots).

### GO analysis of DEGs

The top 10 biological process terms from the GO analysis of DEGs are presented in Table 2. All biological process terms are listed in Supplementary Table 2. The top three biological process terms for upregulated DEGs were lysosomal lumen acidification (GO:0007042; *Atp6v0c, Ccdc115*), regulation of lysosomal lumen pH (GO:0035751; *Atp6v0c, Ccdc115*), and lysosome organization (GO:0007040; *Atp6v0c, Ccdc115*). 

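*Atp6v0c* (ENSMUSG00000024121.13, chromosome 17 of GRCm38, 24163866 to 24169702, minus strand) encodes the proteolipid ring subunit of the vacuolar proton pump. Its FPKM was 44.3 ± 9.98 (SD, n = 3) in C3G-treated cells and 29.6 ± 7.12 (SD, n = 3) in untreated cells. Its log2 fold change was 0.57 with a standard error of 0.256 (limma p = 0.0620, adjusted p = 0.992, exact permutation p = 0.2). It passed the fold change of 1.2 but not the p threshold, which it passed only with quantile normalization, with the GC correction or without C3G replicate 3. Of the 75-base stretches of its transcript, 11.2% also occur in the pseudogenes *Atp6v0c-ps1* and *Atp6v0c-ps2*. *Ccdc115* (ENSMUSG00000042111.9, chromosome 1, 34436670 to 34439672, minus strand) encodes an assembly factor of the same pump. Its FPKM was 8.99 ± 1.22 (SD, n = 3) with C3G and 6.99 ± 2.16 (SD, n = 3) without it, a log2 fold change of 0.35 (standard error 0.229, limma p = 0.173, exact permutation p = 0.3). The groups overlapped in both genes. The exons of *Ccdc115* overlap those of *Gm28306* on the same strand. It passed both thresholds only without control replicate 3.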

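Among the lower genes, *Ppp1r15a* (ENSMUSG00000040435.12, chromosome 7 of GRCm38, 45522916 to 45526268) encodes a stress-induced regulatory subunit of protein phosphatase 1. Its FPKM was 6.10 ± 0.50 (SD, n = 3) in C3G-treated cells and 10.9 ± 3.63 (SD, n = 3) in untreated cells. The fall of this gene was -0.70 on the log2 scale (standard error 0.234, limma p = 0.0204, exact permutation p = 0.1), and every treated library lay under every control library. It no longer passed the p threshold without C3G replicate 1 or without C3G replicate 3. *Camk2g* (chromosome 14, 20734875 to 20794088) had a log2 fold change of -0.53 (standard error 0.153, limma p = 0.0109, exact permutation p = 0.1), from 6.02 ± 0.699 FPKM (SD, n = 3) to 3.84 ± 0.0971 FPKM (SD, n = 3). Its p stayed at or under 0.0445 by limma with each library left out in turn. *Rad1* (chromosome 15, 10486018 to 10499063), a DNA damage checkpoint gene, had 0.833 ± 0.0938 FPKM (SD, n = 3) with C3G and 1.25 ± 0.119 FPKM (SD, n = 3) without it (limma p = 0.0451, exact permutation p = 0.1). *Gm20521* (chromosome 14, 54883441 to 54898137) is a read-through gene over *Bcl2l2* and *Pabpn1*. In it, 93.9% of the 75-base stretches of the transcript occur in those genes, so its FPKM depends on how the authors divided shared reads. Its log2 fold change was -0.86 (limma p = 0.0282, exact permutation p = 0.1). *Faap24* (chromosome 7, 35392152 to 35396836) had a log2 fold change of -0.39 (limma p = 0.0559, exact permutation p = 0.1). *Adprhl2* (chromosome 4, 126316047 to 126321703) had a log2 fold change of -0.41 (limma p = 0.191, exact permutation p = 0.4), with 9.13 ± 2.26 FPKM (SD, n = 3) in treated cells and 12.7 ± 4.50 FPKM (SD, n = 3) in untreated cells. Of 18 alternatives, *Faap24* passed both thresholds in 10, *Rad1* in 7 and *Adprhl2* in 2, which were the replicate block with and without the GC correction.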

The top three biological process terms for downregulated DEGs were cellular responses to stress (GO:0033554; *Adprhl2, Faap24, Gm20521, Ppp1r15a, Rad1*), response to stress (GO:0006950; *Adprhl2, Camk2g, Cx3cl1, Faap24, Gm20521, Ppp1r15a, Rad1*), and vacuolar acidification (GO:0033135; *Ppp1r15a, Smad7*) for downregulated DEGs. Several significantly enriched entries were related to cellular responses to stress [GO:0033554; ADP-ribosylhydrolase-like 2 (*Adprhl2*), FA core complex-associated protein 24 (*Faap24*), *Gm20521*, protein phosphatase 1 regulatory subunit 15A (*Ppp1r15a*), *Rad1*], cell–cell junction organization [GO:0045216; *Nectin1*, Mothers against decapentaplegic homolog 7 (*Smad7*)], and cellular responses to DNA damage stimuli (GO:0006974; *Faap24, Gm20521, Rad1*). 

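*Nectin1* (ENSMUSG00000032012.8, chromosome 9 of GRCm38, 43743984 to 43807461) encodes an adhesion molecule of cell junctions. It fell from 3.34 ± 0.374 FPKM (SD, n = 3) in untreated cells to 2.45 ± 0.211 FPKM (SD, n = 3) in C3G-treated cells. This is a log2 fold change of -0.33 with a standard error of 0.149 (limma p = 0.0644, exact permutation p = 0.1), which passed the thresholds only with the ordinary linear model, the library covariate or the replicate block. *Smad7* (ENSMUSG00000025880.11, chromosome 18, 75367529 to 75395935) encodes an inhibitor of TGF-β signaling. Its FPKM was 4.02 ± 0.508 (SD, n = 3) without C3G and 3.01 ± 0.109 (SD, n = 3) with it. The difference, -0.32 on the log2 scale with a standard error of 0.151 (limma p = 0.0742, exact permutation p = 0.1), passed only with the ordinary linear model. In both genes every C3G library lay under every control library.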

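In the single libraries, *Atp6v0c* had 21.5, 34.8 and 32.5 FPKM in control replicates 1, 2 and 3 and 52.9, 46.7 and 33.4 FPKM in C3G replicates 1, 2 and 3. The library lowest in this gene among the controls was the one that departed with GC content, and with replicates 2 and 3 only, a comparison chosen after the data were seen, its log2 fold change was 0.23. *Ccdc115* had 5.59, 5.90 and 9.48 FPKM in the control replicates and 7.65, 10.03 and 9.30 FPKM in the C3G replicates. For the lower genes of outer organelle membranes, *Gm20521* had 2.75, 1.35 and 1.41 FPKM in the control replicates and 0.956 and 0.816 FPKM in C3G replicates 1 and 2, and it was listed at 0 in C3G replicate 3. *Ppp1r15a* had 15.1, 8.69 and 8.89 FPKM in the control replicates and 5.98, 6.65 and 5.67 FPKM in the C3G replicates.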

With respect to cellular components (Supplementary Table 3), the most significant terms were ATPase for upregulated DEGs (Figures 2A,B) and outer organelle membranes for downregulated DEGs (Figures 2C,D). 

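*Moap1* (ENSMUSG00000096458.7, chromosome 12 of GRCm38, 102742230 to 102743661), which encodes a regulator of apoptosis, had an FPKM of 1.82 ± 0.386 (SD, n = 3) in C3G-treated cells and 1.15 ± 0.254 (SD, n = 3) in untreated cells. With C3G it was 0.39 higher on the log2 scale, with a standard error of 0.169 (limma p = 0.0534, exact permutation p = 0.1). Of the 75-base stretches of its transcript, 88.2% also occur in the overlapping gene *Gm20604*, so its level depends on how shared reads were divided. *Cx3cl1* (ENSMUSG00000031778.13, chromosome 8, 94772009 to 94782427, plus strand) encodes the chemokine fractalkine. Its FPKM was 5.22 ± 1.60 (SD, n = 3) with C3G and 24.5 ± 2.38 (SD, n = 3) without it. The fall, -2.06 on the log2 scale with a standard error of 0.225, had the smallest limma p of all genes (p = 4.43e-05, adjusted p = 0.497), and the exact permutation test gave p = 0.1. *Nectin1* had 3.73, 3.30 and 2.99 FPKM in control replicates 1, 2 and 3 and 2.50, 2.63 and 2.22 FPKM in C3G replicates 1, 2 and 3.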

The most significant terms pertaining to molecular function (Supplementary Table 4) were ubiquitin-like protein ligase binding for upregulated DEGs (Figures 2A,B) and cell adhesion molecule binding for downregulated DEGs (Figures 2C,D). Other significant GO terms included lipoprotein metabolic process [GO:0042157; lysophospholipase-like 1 (*Lyplal1*), phosphatidylinositol glycan anchor biosynthesis class C (*Pigc*), *Pigk*]; glycosylphosphatidylinositol (GPI) anchor biosynthetic process (GO:0006506; *Pigc, Pigk*); glycolipid biosynthetic process (GO:0009247; *Pigc, Pigk*); GPI-anchor metabolic process (GO:0006505; *Pigc, Pigk*); glycolipid biosynthetic process (GO:0009247; *Pigc, Pigk*); glycolipid metabolic process (GO:0006664; *Pigc, Pigk*); protein lipidation (GO:0006497; *Pigc, Pigk*); and lipoprotein biosynthetic process (GO:0042158; *Pigc, Pigk*).

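*Pigc* (ENSMUSG00000026698.8, chromosome 1 of GRCm38, 161969186 to 161973435, plus strand) encodes a subunit of the enzyme that starts GPI synthesis. Its FPKM was 4.04 ± 0.356 (SD, n = 3) in C3G-treated cells and 1.98 ± 0.304 (SD, n = 3) in untreated cells. The rise of 0.76 on the log2 scale had a standard error of 0.154 (limma p = 0.00183, exact permutation p = 0.1), and it stayed between 0.71 and 0.84 with each library left out in turn. The exons of *Pigc* overlap those of *Gm38304* on the same strand. *Pigk* (ENSMUSG00000039047.17, chromosome 3, 152714100 to 152980408) encodes a subunit of the transamidase that attaches the anchor to proteins. It had 6.55 ± 0.512 FPKM (SD, n = 3) with C3G and 4.28 ± 0.579 FPKM (SD, n = 3) without it, a log2 fold change of 0.52 (standard error 0.162, limma p = 0.0154, exact permutation p = 0.1). Its exons overlap those of *St6galnac5* on the opposite strand. In *Lyplal1* (ENSMUSG00000039246.8, chromosome 1, 186087731 to 186117310) the FPKM was 4.35 ± 0.0997 (SD, n = 3) with C3G and 3.31 ± 0.369 (SD, n = 3) without it, a log2 fold change of 0.31 (limma p = 0.0742, exact permutation p = 0.1). The groups did not overlap in any of the 3 genes. Of 18 alternatives, *Pigc* passed both thresholds in 18, *Pigk* in 11 and *Lyplal1* in 1, the ordinary linear model.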

**Table 2:** Top 10 enriched BP terms of up-regulated and down-regulated DEGs.

**ID**	**Term**	**DEG(s)**	***p*-Value**	**FDR**	**Enrichment**
**Up-regulated**					
GO:0007042	Lysosomal lumen acidification	Atp6v0c, Ccdc115	0.000051713	0.031235009	4.286395308
GO:0035751	Regulation of lysosomal lumen pH	Atp6v0c, Ccdc115	0.000121475	0.036685321	3.915514623
GO:0007035	Vacuolar acidification	Atp6v0c, Ccdc115	0.000280141	0.056401623	3.552624083
GO:0042157	Lipoprotein metabolic process	Lyplal1, Pigc, Pigk	0.000496347	0.060730184	3.30421487
GO:0034508	Centromere complex assembly	Cenpx, Hjurp	0.000502733	0.060730184	3.298662336
GO:0051452	Intracellular pH reduction	Atp6v0c, Ccdc115	0.000686147	0.064043499	3.163582969
GO:0006506	GPI anchor biosynthetic process	Pigc, Pigk	0.000841882	0.064043499	3.074749022
GO:0045851	pH reduction	Atp6v0c, Ccdc115	0.00089723	0.064043499	3.047095975
GO:0006505	GPI anchor metabolic process	Pigc, Pigk	0.000954291	0.064043499	3.020319376
GO:0009247	Glycolipid biosynthetic process	Pigc, Pigk	0.002633397	0.083516259	2.579483631
**Down-regulated**
GO:0033554	Cellular response to stress	Adprhl2, Faap24, Gm20521, Ppp1r15a, Rad1	0.001529696	0.114686788	2.815395
GO:0006950	Response to stress	Adprhl2, Camk2g, Cx3cl1, Faap24, Gm20521, Ppp1r15a, Rad1	0.002156548	0.114686788	2.66624084
GO:0033135	Regulation of peptidyl-serine phosphorylation	Ppp1r15a, Smad7	0.004392513	0.114686788	2.357286896
GO:0045216	cell-cell junction organization	Nectin1, Smad7	0.004863323	0.114686788	2.313066923
GO:0051179	localization	Camk2g, Cx3cl1, Nectin1, Ppp1r15a, Smad7, Tex2, Txndc5, Ubl4a	0.006595983	0.114686788	2.180720442
GO:0006974	Cellular response to DNA damage stimulus	Faap24, Gm20521, Rad1	0.008369015	0.114686788	2.077325642
GO:0090257	Regulation of muscle system process	Camk2g, Smad7	0.009416313	0.114686788	2.026119096
GO:2001234	Negative regulation of apoptotic signaling pathway	Cx3cl1, Gm20521	0.009662976	0.114686788	2.014889099
GO:0022409	Positive regulation of cell-cell adhesion	Cx3cl1, Smad7	0.009996352	0.114686788	2.000158469
GO:0001818	Negative regulation of cytokine production	Cx3cl1, Smad7	0.010420254	0.114686788	1.982121684

**Figure 2:**
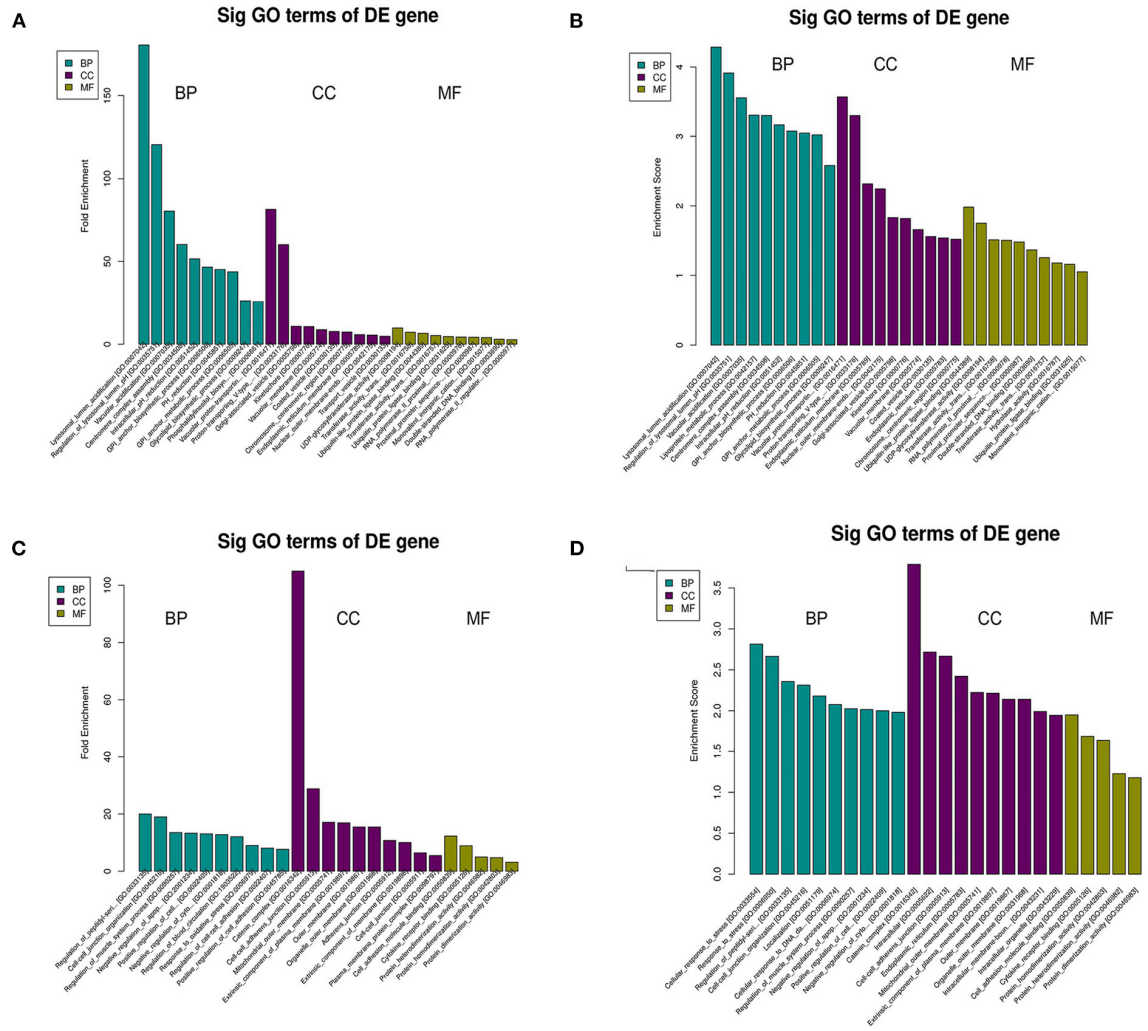
GO analysis of DEGs in C3G-treated MC3T3-E1 cells and untreated control MC3T3-E1 cells. Enriched GO terms corresponding to DEGs in the biological process (BP), cellular component (CC), and molecular function (MF) categories are shown. **(A–D)** GO terms based on upregulated **(A,B)** and downregulated **(C,D)** DEGs.

### KEGG pathway analysis of DEGs

KEGG pathway analysis revealed five significantly enriched signaling pathways (Table 3). 

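*Fcgr4* (ENSMUSG00000059089.4, chromosome 1 of GRCm38, 171018920 to 171029761) encodes an immunoglobulin receptor and was low in these cells. It had 0.737 ± 0.202 FPKM (SD, n = 3) in C3G-treated cells and 0.393 ± 0.0435 FPKM (SD, n = 3) in untreated cells, a log2 fold change of 0.31 (standard error 0.127, limma p = 0.0442, exact permutation p = 0.1). The call was unstable: it held in 6 of the 17 alternatives in which it was tested, and was lost with eBayes without trend, the library covariate, quantile normalization, median centring, the replicate block, the GC correction and 4 of the 6 fits that left out 1 library. *Nfya* (chromosome 17, 48386885 to 48409906), which encodes a subunit of the transcription factor NF-Y, had 7.67 ± 0.765 FPKM (SD, n = 3) with C3G and 5.96 ± 0.994 FPKM (SD, n = 3) without it. The groups did not overlap, but the p threshold was not passed (limma p = 0.107, exact permutation p = 0.1). *Hist1h2bq* (chromosome 13, 21806612 to 21810197) encodes a histone H2B and had 0.682 ± 0.182 FPKM (SD, n = 3) with C3G and 0.427 ± 0.0925 FPKM (SD, n = 3) without it (limma p = 0.115, exact permutation p = 0.2). It is one of a family of near-identical genes: 95.9% of the 75-base stretches of its transcript occur in 14 other genes, and its level is uncertain for that reason. *Txndc5* (chromosome 13, 38500079 to 38528824), a thioredoxin-related protein of the endoplasmic reticulum, had 83.9 ± 16.4 FPKM (SD, n = 3) with C3G and 114.9 ± 41.8 FPKM (SD, n = 3) without it. The difference was smaller than the spread between replicates (limma p = 0.199, exact permutation p = 0.5). Control replicate 1, at 162 FPKM, stood above the other controls at 83.9 and 98.5 FPKM, and with replicates 2 and 3 only the log2 fold change of *Txndc5* was 0.02.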

Four were upregulated including GPI-anchored protein (GPI-AP) biosynthesis signaling pathway (mmu00563; *Pigc, Pigk*), tuberculosis [mmu05152; *Atp6v0c*, Fc receptor, IgG, low affinity IV (*Fcgr4*), nuclear transcription factor Y subunit alpha (*Nfya*)], Systemic lupus erythematosus [mmu05322; *Fcgr4*, histone H2B (*Hist1h2bq*)], and Phagosome (mmu04145; *Atp6v0c, Fcgr4*) (Figure 3), and one was downregulated protein processing in endoplasmic reticulum [mmu04141; *Ppp1r15a*, thioredoxin domain-containing 5 (*Txndc5*)] (Figure 3).

**Table 3:** Signaling pathway enrichment of up-regulated and down-regulated DEGs.

**ID**	**Term**	**DEG(s)**	***p*-Value**	**FDR**	**Enrichment**
**Up-regulated**
mmu00563	Glycosylphosphatidylinositol (GPI)-anchor biosynthesis	Pigc, Pigk	0.000600808	0.019225871	3.221263961
mmu05152	Tuberculosis	Atp6v0c, Fcgr4, Nfya	0.002024514	0.032392223	2.693679229
mmu05322	Systemic lupus erythematosus	Fcgr4, Hist1h2bq	0.018196375	0.173813623	1.740015125
mmu04145	Phagosome	Atp6v0c, Fcgr4	0.028375513	0.173813623	1.547056275
**Down-regulated**
mmu04141	Protein processing in endoplasmic reticulum	Ppp1r15a, Txndc5	0.000600808	0.199802063	1.961455096

**Figure 3:**
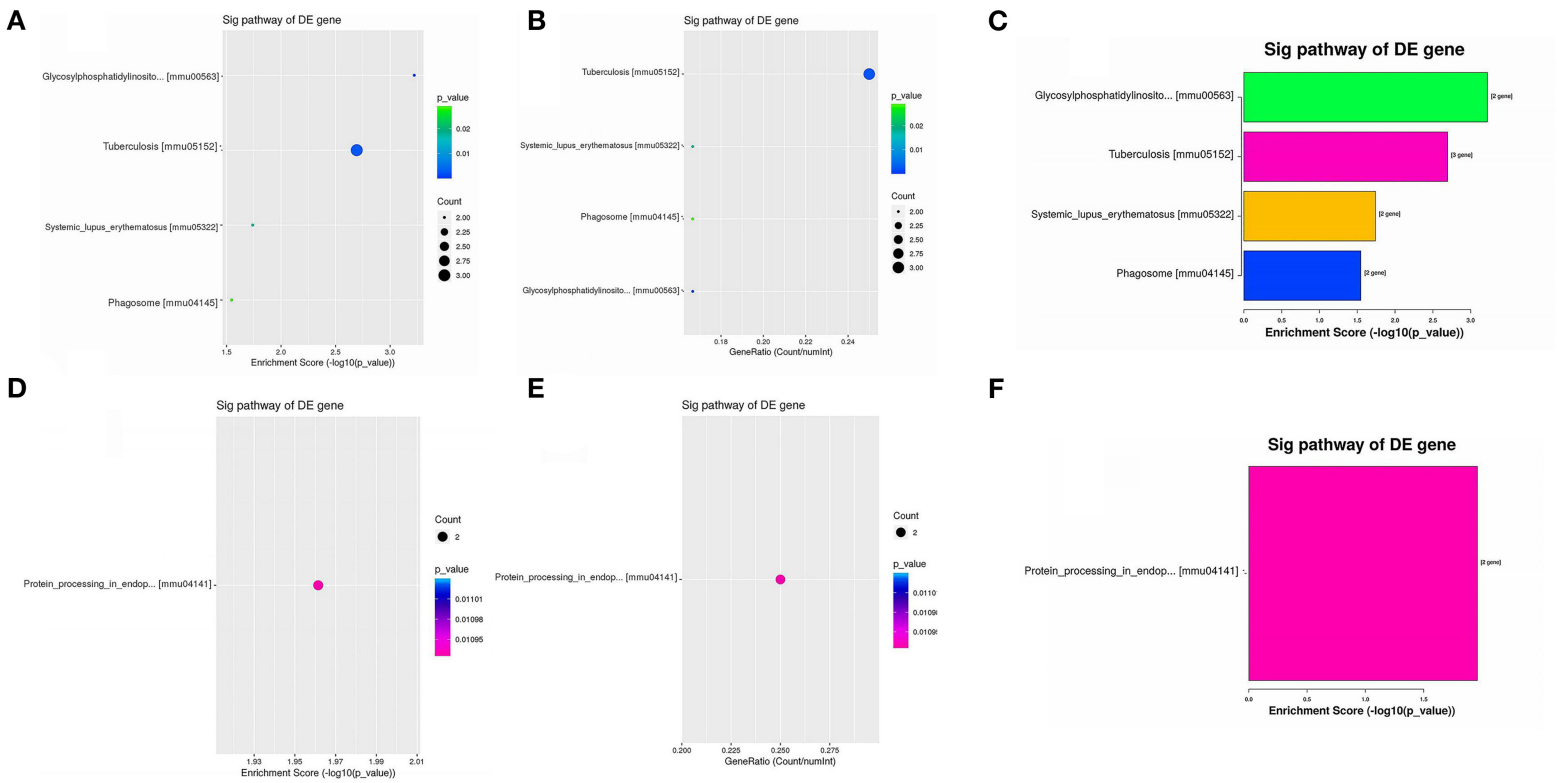
Enriched KEGG pathways of upregulated DEGs and downregulated DEGs. **(A,B)** Dot plots showing the enrichment score (–log10[*p*-value]) of significantly enriched pathways **(A)** and the gene ratio of the top 10 most significantly enriched pathways **(B)**. **(C)** Bar plot showing the top 10 enrichment scores (–log10[*p*-value]) of significantly enriched pathways. **(D,E)** Dot plots showing the enrichment score (–log10[*p*-value]) of the significantly enriched pathways **(D)** and the gene ratios of the top 10 most significantly enriched pathways **(E)**. **(F)** Bar plot showing the top 10 enrichment scores (–log10[*p*-value]) of significantly enriched pathways.

### qRT-PCR analysis of DEGs

Among the top 10 upregulated genes identified by RNA-seq, seven [lymphocyte antigen 6 complex, locus A (*Ly6a*); centromere protein X (*Cenpx*), defensin beta 125 (*Defb25*), *Pigc, Atp6v0c*, UDP glucuronosyltransferase family 1 member A7 (*Ugt1a7c*), and *Nfya*] exhibited significant differences in expression in comparative qRT-PCR analysis of C3G-treated and untreated MC3T3-E1 cells, whereas LSM12 homolog (*Lsm12)*, forkhead box P1 (*Foxp1*), and *Ccdc115* mRNA levels did not differ significantly between the groups (Figure 4A). Among the top 10 downregulated DEGs, four [*Cx3cl1*, ADP-ribosylserine hydrolase 12 (*Adprh12*), *Txndc5*, and calcium/calmodulin-dependent protein kinase II gamma (*Camk2g*)] were expressed at significantly lower levels in C3G-treated MC3T3-E1 cells as determined by qRT-PCR, whereas phosphatidylinositol-4,5-bisphosphate 4-phosphatase (*Tmem55b*), *Gm20521, Nkieas2*, and testis expressed 2 (*Tex2*) were upregulated. There were no significant differences in *Ppp1r15a* or IQ motif-containing D [*Iqcd*] expression between treated and untreated cells (Figure 4B).

**Figure 4:**
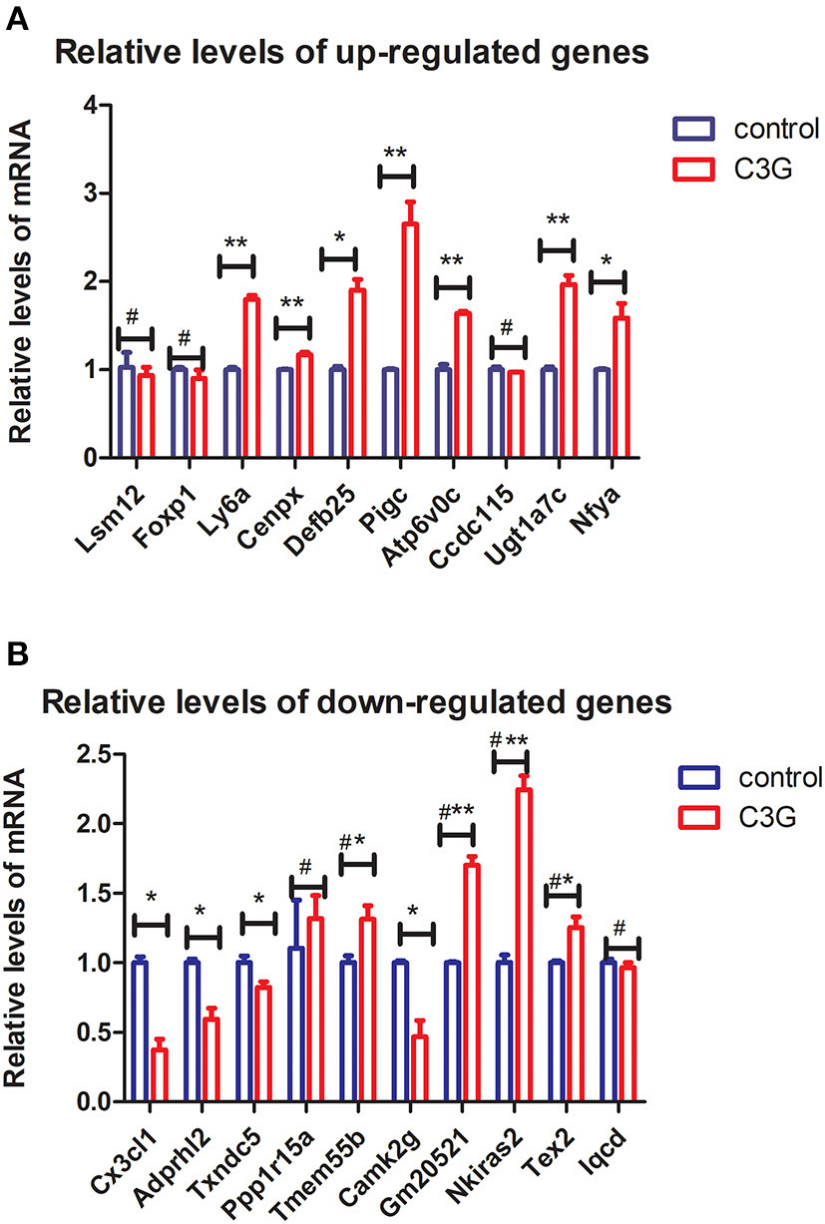
qRT-PCR validation of top DEGs. **(A,B)** Expression levels of top 10 upregulated **(A)** and downregulated **(B)** DEGs evaluated by qRT-PCR (*n* = 3 replicates). *p < 0.05, **p < 0.01.

## Discussion

Osteoblasts are specialized fibroblasts that secrete and mineralize bone matrix and play a critical role in osteoporosis. MC3T3-E1 cells can be induced to differentiate into osteoblasts and are used as *in vitro* models to investigate the molecular mechanisms of osteogenesis (34). In current study, RNA-seq of MC3T3-E1 cells treated with the anthocyanin C3G revealed many DEGs as well as GO terms related to lysosomes—e.g., lysosomal lumen acidification, regulation of lysosomal lumen pH, and lysosome organization. This is consistent with previous report that lysosomes play an important role in biogenesis, mineralization, and trafficking of nanovesicles in osteoblasts (35).

GPI metabolism and lipidation were implicated in the effects of C3G on osteoblasts, as revealed by functional enrichment analyses of DEGs. Phosphorylation of ERK1/2 in osteoblasts promotes the expression of GPI-anchored proteins that maintain cell membrane integrity, which affects osteoblast proliferation (27). Other biological processes including cellular responses to stress (36), cell–to-cell junction organization (19) and cellular responses to DNA damage (37) have been linked to the effects of C3G on osteoblasts. The most significantly enriched KEGG pathways were involved in GPI-anchored protein biosynthesis (upregulated), lupus erythematosus (upregulated), and phagosome (upregulated), and protein processing in endoplasmic reticulum (downregulated). GPI is a ubiquitous glycolipid in eukaryotes (38) that anchors proteins to cell surfaces (39). To date, more than 150 GPI-APs have been identified in mammals (40) including some that are related to bone formation such as ALP, acetylcholinesterase (AChE) (41), and Ly6a (42). The related enzymes PIGC and PIGK play critical roles in GPI synthesis (43). One of the functions of GPI-anchor biosynthesis signaling is to synthesize GPI-Aps. Whether C3G can influence the proliferation and differentiation of osteoblasts by promoting the production of GPI-APs warrants further investigation.

ATP6V0C is a member of the V-ATPase family of enzymes that plays an important role in osteogenesis. Loss of function of V-ATPases results in an osteopetrorickets phenotype due to reduced bone formation (44), and *Atp*6*v*1*h*^+/−^ mice exhibit impaired osteoblast growth as well as abnormal ALP levels (45). V-ATPase deficiency also inhibits osteogenic differentiation and stimulates adipogenic differentiation (46). The CX3CL1/CX3CR1 axis—which has been linked to various diseases including rheumatoid arthritis, spinal cord injury, and osteoarthritis (47)—was identified as a possible target for osteoporosis immunotherapy (48). *Cx3cr1* is expressed in osteoclast precursors, implying that CX3CL1/CX3CR1 signaling can regulate osteoclast differentiation and thus affect the development of osteoporosis (49). *Ly6a* is involved in skull development, fat formation, osteogenesis, and chondrogenesis (50). *Ly6a*-deficient mice exhibit reduced bone formation and osteoclast counts and increased mineralization of trabecular bone, and develop features of consistent with age-related osteoporosis in humans including low bone mass, brittleness, and changes in the mechanical properties of bone (51). Inspired by the results described above, we will perform further studies of investigating the roles of the genes identified in present study,for example via the generation of stable osteoblastic cell lines lacking or overexpressing specific genes. That will be necessary to clarify the molecular mechanisms underlying osteoblast mineralization.

However, the present study had several limitations. Firstly, we did not examine the expression profile of long non-coding RNAs or microRNAs that may be involved in the effects of C3G on osteogenesis. Secondly, while qRT-PCR validation of RNA-seq results is essential, the methods used differ in terms of sensitivity and specificity, which may explain the differences in DEGs that were observed in our two datasets. In order to identify more sensitive targets, we did not use a higher concentration of C3G but instead selected the minimum concentration that was shown to promote MC3T3-E1 cell proliferation in previous experiments. This may be the reason why *Runx2* and other known osteoporosis-related genes were not identified as DEGs in our RNA-seq analysis (34). 

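*Runx2* (ENSMUSG00000039153.16, chromosome 17 of GRCm38, 44495987 to 44814797, minus strand) had an FPKM of 8.38 ± 1.07 (SD, n = 3) in C3G-treated cells and 7.59 ± 1.85 (SD, n = 3) in untreated cells. Its log2 fold change of 0.15 (standard error 0.217, limma p = 0.525, exact permutation p = 0.5) was within the spread between replicates. *Spp1*, which encodes osteopontin (chromosome 5, 104435118 to 104441050), had 294 ± 16.1 FPKM (SD, n = 3) with C3G and 277 ± 69.5 FPKM (SD, n = 3) without it (limma p = 0.638, exact permutation p = 1). *Sp7*, which encodes osterix (chromosome 15, 102356606 to 102367182), was low, at 0.492 ± 0.325 FPKM (SD, n = 3) with C3G and 0.592 ± 0.140 FPKM (SD, n = 3) without it (limma p = 0.548, exact permutation p = 0.6). None of the 3 genes passed the DEG thresholds, and the direction of each reversed when 1 of the libraries was left out. *Alpl* and *Bglap* were not analysed here.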

In future work, immunoblotting and other experimental approaches should be used to validate biological targets of C3G in MC3T3-E1 cells.

## Conclusion

In summary, we identified 51 genes and 5 signaling pathways (GPI-anchor biosynthesis, tuberculosis, systemic lupus erythematous, phagosome, and protein processing in the endoplasmic reticulum) via RNA-seq that may mediate the effects of C3G in osteogenesis. 

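Per library, *Cx3cl1* had 24.0, 22.4 and 27.1 FPKM in control replicates 1, 2 and 3 and 6.81, 3.61 and 5.23 FPKM in C3G replicates 1, 2 and 3. Its log2 fold change stayed between -2.25 and -1.87 with each library left out in turn, and it passed both thresholds in each of these 6 fits. *Ly6a* (ENSMUSG00000075602.10, chromosome 15 of GRCm38, 74994877 to 74998031, minus strand), which encodes the GPI-anchored antigen Sca-1, had 25.9 ± 7.20 FPKM (SD, n = 3) with C3G and 23.6 ± 9.99 FPKM (SD, n = 3) without it. On the log2 scale the difference was 0.18 with a standard error of 0.347 (limma p = 0.622, exact permutation p = 0.8), and the groups overlapped. With each library left out in turn the log2 fold change of *Ly6a* ran from -0.15 (without control replicate 1) to 0.47 (without control replicate 3). *Atp6v0c* lay between the other two, with a limma p above the threshold and a fold change past it. The paper reasons from the DEG list to GO terms and KEGG pathways, and measures the top 10 genes of each direction by qRT-PCR. By that measurement it reports significant differences for *Atp6v0c*, *Cx3cl1* and *Ly6a*, which is evidence other than the FPKM values. It sets single genes beside published work on bone, and bases its choice of these candidate genes on their known roles in osteoporosis as well.

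**Figure D2:**
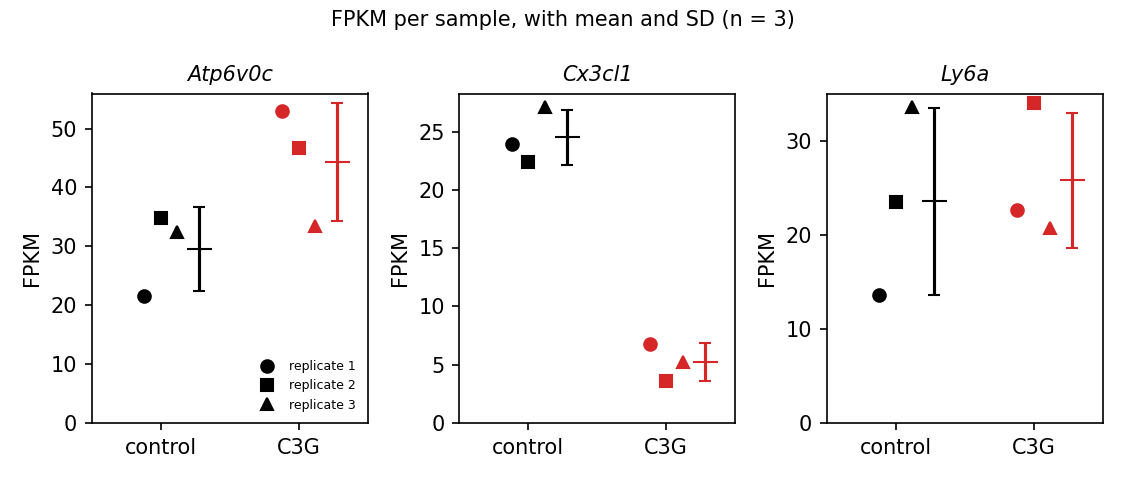
FPKM (vertical axis, from 0) of *Atp6v0c*, *Cx3cl1* and *Ly6a* in each control and C3G library, with a circle, square and triangle for replicates 1, 2 and 3 and the mean and SD (n = 3) beside the points. The 3 C3G libraries lie under all controls for *Cx3cl1*, while the points of the groups overlap for *Atp6v0c* and *Ly6a*.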

Based on their known involvement in osteoporosis, *Atp6v0c, Cx3cl1*, and *Ly6a* are the most promising targets of C3G action in osteoblasts. These findings provide evidence for the therapeutic potential of C3G in the treatment of osteoporosis and other disorders of bone metabolism.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary material.

## Author contributions

BZ designed the study. LC, BH, YC, and XW performed the experiments. LC and BH analyzed the data. LC and BZ wrote the manuscript. All authors have read and agreed to the publication of this version of the manuscript.

## Funding

This work was supported by the Liaoning Science and Technology Program (Grant No. 20170540879), Shenyang Medical College Masters Science and Technology Innovation Fund Project (Grant No. Y20190508), Shenyang Science and Technology Project (Grant No. 19-112-4-024), and Shenyang Medical College Science and Technology Fund (Grant No. 20182045).

## Conflict of interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher's note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Functional role of cyanidin-3-O-glucoside in osteogenesis: A pilot study based on RNA-seq analysis
**Source:** Front Nutr. 2022 Sep 30;9:995643. doi: 10.3389/fnut.2022.995643
**Supplement:** Supplementary file 1

**Supplementary Table 1. Up-regulated and down-regulated DEGs.**

| **Gene Name** | **Locus** | **log_2_FC** | **Fold Change** | **P value** |
| --- | --- | --- | --- | --- |
| **Up-regulated**  Lsm12  Foxp1  Ly6a  Cenpx  Defb25  Pigc  Atp6v0c  Ccdc115  Ugt1a7c  Nfya  Pigk  Ttll4  Morn5  Atxn7  Wdr38  Lyz2  Moap1  Slc6a9  Lmcd1  Nat8f5  Pfkfb4  Car9  Nit1  Zfp668  Iigp1  Fcgr4  Hjurp  Lyplal1  Tmem53  Serpinb6b  Hist1h2bq  Ccdc17  Glod4  Syngr4  **Down-regulated**  Cx3cl1  Adprhl2  Txndc5  Ppp1r15a  Tmem55b  Camk2g  Gm20521  Nkiras2  Tex2  Iqcd  Faap24  Smad7  Nectin1  Rad1  Fndc4  Ubl4a  Erich1 | chr11:102162497-102185296  chr6:98925338-99522721  chr15:74994877-74998031  chr11:120710942-120713738  chr2:152622356-152623053  chr1:161969186-161973435  chr17:24163866-24169702  chr1:34436670-34439672  chr1:88095062-88220002  chr17:48386885-48409906  chr3:152714100-152980408  chr1:74661745-74703730  chr2:36049458-36079718  chr14:13961440-14107302  chr2:38997476-39006168  chr10:117277331-117282321  chr12:102742230-102743661  chr4:117834506-117875198  chr6:112273758-112330425  chr6:85817218-85820972  chr9:108991778-109032228  chr4:43506966-43513729  chr1:171338008-171345646  chr7:127863047-127876828  chr18:60376029-60392627  chr1:171018920-171029761  chr1:88262471-88277633  chr1:186087731-186117310  chr4:117251951-117268582  chr13:32965209-32979067  chr13:21806612-21810197  chr4:116596654-116600266  chr11:76120987-76243725  chr7:45885222-45896714  chr8:94772009-94782427  chr4:126316047-126321703  chr13:38500079-38528824  chr7:45522916-45526268  chr14:50926068-50930856  chr14:20734875-20794088  chr14:54883441-54898137  chr11:100619244-100627607  chr11:106502147-106613423  chr5:120589016-120607118  chr7:35392152-35396836  chr18:75367529-75395935  chr9:43743984-43807461  chr15:10486018-10499063  chr5:31292242-31296080  chrX:74365718-74373218  chr8:14027561-14090301 | 1.046564283  0.891159799  0.816180742  0.815007475  0.809300798  0.736890497  0.669864627  0.597565105  0.557487141  0.542106983  0.537249944  0.514551598  0.500713936  0.490703963  0.481447842  0.431055633  0.421601287  0.419716909  0.409598611  0.400537818  0.390809129  0.368468224  0.364365943  0.350212178  0.31955274  0.317002676  0.30618316  0.296178846  0.295875239  0.287631376  0.275532534  0.275086427  0.271983327  0.266333262  -2.091787797  -1.202617707  -1.139194392  -0.768270084  -0.611329124  -0.538663727  -0.483788268  -0.444943707  -0.387598065  -0.375232269  -0.372403732  -0.315484925  -0.305339274  -0.296312356  -0.295740336  -0.28087341  -0.27159424 | 2.065604835  1.854666512  1.760738601  1.759307267  1.752361954  1.666579913  1.590923679  1.513160587  1.471703598  1.456097522  1.451203604  1.428550065  1.414913577  1.405130342  1.396144088  1.348219721  1.339413382  1.337665048  1.328316196  1.319999898  1.311128538  1.290981408  1.287315737  1.274748092  1.247943605  1.245739726  1.236432225  1.227887891  1.227629516  1.220634587  1.21044081  1.210066578  1.207466637  1.202747051  0.234589802  0.43448621  0.45401303  0.587121061  0.654593361  0.688408241  0.715097434  0.73461298  0.764401193  0.770981277  0.77249434  0.803580842  0.809251885  0.814331234  0.814654175  0.823092565  0.828403618 | 0.025653872  0.003332163  0.012549902  0.025588789  0.020646807  0.003772964  0.044304926  0.006804133  0.049272618  0.016586163  0.00836339  0.024546391  0.012038288  0.030420151  0.0012692  0.018717792  0.026998184  0.025600133  0.047423897  9.00556E-05  0.031845814  0.024465123  0.033733977  0.04240304  0.033322892  0.042672745  0.049600498  0.023204719  0.04815002  0.010728991  0.047410707  0.014402721  0.046104345  0.000460067  0.000885861  0.022127739  0.03408987  0.022259685  0.048048487  0.005173393  0.026555378  0.014396726  0.00213289  0.041334286  0.040002938  0.019327037  0.026706926  0.006486885  0.036161146  0.005759681  0.026233272 |

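In this table the locus is the whole annotated gene, and log2FC compares C3G-treated with untreated cells. The fold change equals 2 raised to the log2FC in 51 of 51 genes, so that lower genes have fold changes under 1. The paper's p values run from 9.01e-05 to 0.0496, and no adjustment for the number of genes tested is stated. Across the 50 genes analysed here, Pearson's r between the paper's log2FC and the log2 fold change computed from the deposited FPKM was 0.910, and Spearman's rho was 0.867. These are correlations across genes, which are not independent replicates. The log2 fold changes lay within 0.05 of each other for 36 genes and within 0.1 for 39 genes.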

DEG, differentially expressed gene.

# Supplementary material for: Functional role of cyanidin-3-O-glucoside in osteogenesis: A pilot study based on RNA-seq analysis
**Source:** Front Nutr. 2022 Sep 30;9:995643. doi: 10.3389/fnut.2022.995643
**Supplement:** Supplementary file 2

**Supplementary Table 2.** **The enriched BP terms of up-regulated and down-regulated DEGs.**

BP: biological process; DEG: differentially expressed gene; FDR: false discovery rate.

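A biological process term groups genes by the process their products take part in, and an enrichment test asks whether a gene list holds more members of a term than chance gives. The paper's table lists 40 terms for upregulated DEGs and 46 for downregulated DEGs. Its enrichment value is -log10 of the p value in 40 of 40 and 46 of 46 terms, so it ranks terms by p and is not a ratio of observed to expected genes. Of the 40 upregulated terms, 34 have a p under 0.05 and 2 an FDR under 0.05 in the paper's table; of the 46 downregulated terms these numbers are 27 and 0. Of the upregulated terms, 32 hold 2 DEGs, 10 include both *Atp6v0c* and *Ccdc115*, and 17 include both *Pigc* and *Pigk*, so many terms restate the same pair of genes.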

# Supplementary material for: Functional role of cyanidin-3-O-glucoside in osteogenesis: A pilot study based on RNA-seq analysis
**Source:** Front Nutr. 2022 Sep 30;9:995643. doi: 10.3389/fnut.2022.995643
**Supplement:** Supplementary file 3

**S**upplementary Table 3. The enriched CC terms of up-regulated and down-regulated DEGs.

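A cellular component term groups genes by the place or complex in which their products are found. The paper's table prints 32 lines for upregulated DEGs that hold 16 distinct terms, and 24 distinct terms for downregulated DEGs. In the downregulated part the enrichment value is -log10 of the p value for 24 of 24 terms. Of these 24, 17 have a p under 0.05 and 8 an FDR under 0.05 in the paper's table. In the upregulated part this holds for 0 of the 16 terms, and the column headed FDR holds values above 1 in 16 of 16, which an FDR cannot take.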

CC: cellular component; DEG: differentially expressed gene; FDR: false discovery rate.

# Supplementary material for: Functional role of cyanidin-3-O-glucoside in osteogenesis: A pilot study based on RNA-seq analysis
**Source:** Front Nutr. 2022 Sep 30;9:995643. doi: 10.3389/fnut.2022.995643
**Supplement:** Supplementary file 4

**Supplementary Table 4.** **The enriched MF terms of up-regulated and down-regulated DEGs.**

| **ID** | **Term** | **DEG(s)** | **p-value** | **FDR** | **Enrichment** |
| --- | --- | --- | --- | --- | --- |
| Up-regulated |  |  |  |  |  |
| GO:0044389 | vacuolar_proton-transporting_V-type_ATPase_complex | Atp6v0c//Hist1h2bq//Moap1 | 0.010400404 | 0.13248435 | 1.982949791 |
| GO:0008194 | proton-transporting_V-type_ATPase_complex | Pigc//Ugt1a7c | 0.017711952 | 0.151017694 | 1.751733579 |
| GO:0016758 | endoplasmic_reticulum_membrane | Pigc//Ugt1a7c | 0.030734777 | 0.187228024 | 1.512369933 |
| GO:0000978 | nuclear_outer_membrane-endoplasmic_reticulum_membrane_network | Foxp1//Nfya//Zfp668 | 0.031204671 | 0.187228024 | 1.505780397 |
| GO:0000987 | Golgi-associated_vesicle | Foxp1//Nfya//Zfp668 | 0.032881619 | 0.189750546 | 1.483046807 |
| GO:0003690 | kinetochore | Cenpx//Foxp1//Nfya//Zfp668 | 0.042913177 | 0.210664686 | 1.367409335 |
| GO:0016757 | vacuolar_membrane | Pigc//Ugt1a7c | 0.055498485 | 0.264433956 | 1.255718875 |
| GO:0016787 | coated_vesicle | Atp6v0c//Iigp1//Lyplal1//Lyz2//Nit1//Pfkfb4//Pigk | 0.066120052 | 0.281488233 | 1.179666816 |
| GO:0031625 | endoplasmic_reticulum | Atp6v0c//Moap1 | 0.069000484 | 0.281488233 | 1.16114786 |
| GO:0015077 | chromosome,_centromeric_region | Atp6v0c//Slc6a9 | 0.08862934 | 0.302369172 | 1.052422484 |
| GO:0000977 | intracellular | Foxp1//Nfya//Zfp668 | 0.089590866 | 0.302369172 | 1.047736267 |
| GO:0001012 | cell | Foxp1//Nfya//Zfp668 | 0.091825805 | 0.303587357 | 1.037035254 |
| GO:0044389 | transport_vesicle | Atp6v0c//Hist1h2bq//Moap1 | 0.010400404 | 0.13248435 | 1.982949791 |
| GO:0008194 | cytoplasm | Pigc//Ugt1a7c | 0.017711952 | 0.151017694 | 1.751733579 |
| GO:0016758 | intracellular_membrane-bounded_organelle | Pigc//Ugt1a7c | 0.030734777 | 0.187228024 | 1.512369933 |
| GO:0000978 | membrane-bounded_organelle | Foxp1//Nfya//Zfp668 | 0.031204671 | 0.187228024 | 1.505780397 |
| GO:0000987 | vacuolar_proton-transporting_V-type_ATPase_complex | Foxp1//Nfya//Zfp668 | 0.032881619 | 0.189750546 | 1.483046807 |
| GO:0003690 | proton-transporting_V-type_ATPase_complex | Cenpx//Foxp1//Nfya//Zfp668 | 0.042913177 | 0.210664686 | 1.367409335 |
| GO:0016757 | endoplasmic_reticulum_membrane | Pigc//Ugt1a7c | 0.055498485 | 0.264433956 | 1.255718875 |
| GO:0016787 | nuclear_outer_membrane-endoplasmic_reticulum_membrane_network | Atp6v0c//Iigp1//Lyplal1//Lyz2//Nit1//Pfkfb4//Pigk | 0.066120052 | 0.281488233 | 1.179666816 |
| GO:0031625 | Golgi-associated_vesicle | Atp6v0c//Moap1 | 0.069000484 | 0.281488233 | 1.16114786 |
| GO:0015077 | kinetochore | Atp6v0c//Slc6a9 | 0.08862934 | 0.302369172 | 1.052422484 |
| GO:0000977 | vacuolar_membrane | Foxp1//Nfya//Zfp668 | 0.089590866 | 0.302369172 | 1.047736267 |
| GO:0001012 | coated_vesicle | Foxp1//Nfya//Zfp668 | 0.091825805 | 0.303587357 | 1.037035254 |
| Down-regulated | | | | | |
| GO:0050839 | cell_adhesion_molecule_binding | Cx3cl1//Nectin1 | 0.011217627 | 0.109932742 | 1.950099014 |
| GO:0005126 | cytokine_receptor_binding | Cx3cl1//Smad7 | 0.020811246 | 0.156884775 | 1.681701925 |
| GO:0042803 | protein_homodimerization_activity | Camk2g//Gm20521//Nectin1 | 0.023253865 | 0.162777058 | 1.633504845 |
| GO:0046982 | protein_heterodimerization_activity | Gm20521//Nectin1 | 0.059294987 | 0.215218842 | 1.226982022 |
| GO:0046983 | protein_dimerization_activity | Camk2g//Gm20521//Nectin1 | 0.066537251 | 0.21735502 | 1.176935145 |

MF: molecular function; DEG: differentially expressed gene; FDR: false discovery rate.

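A molecular function term groups genes by the activity of their products, such as binding or catalysis. The paper's table prints 24 lines for upregulated DEGs with 12 distinct term identifiers, and 5 terms for downregulated DEGs. Of the 12, 6 have a p under 0.05 and 0 an FDR under 0.05. The names printed beside the upregulated identifiers are those of cellular components, so that one identifier can stand beside different names. The lowest p in the upregulated part is 0.0104, for the term of *Atp6v0c*, *Hist1h2bq* and *Moap1*, and in the downregulated part 0.0112, for the term of *Cx3cl1* and *Nectin1*.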

How the deposited data were processed for this re-analysis (not part of the article)

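MC3T3-E1 cells were cultured for 24 h with 100 μmol/L C3G or without it, and RNA from 3 cultures per group was sequenced from stranded libraries. The authors checked the reads with FastQC and calculated FPKM values per gene with Ballgown, and these deposited FPKM values are the starting point of everything reported here. FPKM is a fragment count divided by the kilobases of the gene model and by the mapped fragments of the library, so the authors' values are already scaled for both. No normalization between libraries beyond that is stated, and the paper's text names no aligner, genome build, annotation release or gene filter. It gives Student's tests for comparisons of 2 groups in general and does not say whether these also made the DEG calls. The reads behind a value and the depth of a library are unknown. Low values of genes with a single annotated transcript showed no common step, so relative depth could not be recovered from them, and no counting error can be given.

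The 6 libraries were mapped to group and replicate number by the sample labels. The replicate numbers, 1 to 3 in each group, are the source of the pairing used for the replicate block. The label gives the C3G dose with the unit um/l and the paper gives it in μmol/L; the paper's unit is used. The libraries list the same 11234 genes by Ensembl identifier, 11211 of which matched a symbol and 23 of which did not. The identifiers carry the version numbers of GENCODE M21 for 9812 genes, and 11186 genes are protein coding. Every gene has a group mean FPKM of at least 0.5 in at least 1 group, so genes low in both groups are absent and a gene that fell under this level in both cannot be seen. Gene positions are those of GENCODE M21 on GRCm38, which equal the positions in the paper's Supplementary Table 1 for 50 of 50 genes. The GC content and length of a gene are those of its longest annotated transcript. Exon overlaps on either strand, and the share of 75-base stretches of the longest transcript that also occur in transcripts of other genes, were taken from the same annotation. The authors' handling of strand and of shared reads is not stated, so genes with such overlaps are uncertain. Besides the genes flagged where they are described, exons of *Spp1* overlap another gene on the same strand. Those of *Ppp1r15a*, *Txndc5*, *Tmem55b*, *Faap24* and *Runx2*, among others, overlap genes on the opposite strand.

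Values were transformed to log2(FPKM + 1) and fitted with limma 3.58.1 (lmFit, then eBayes with trend and without robust fitting) in R 4.3.3, with group as the only term and all 6 libraries. DEGs were called at an unadjusted two-sided p under 0.05 and a fold change of at least 1.2, and p values were also adjusted with the Benjamini-Hochberg method over all 11234 genes. The paper gives the same p and fold change without saying whether its p is adjusted or two-sided. Single genes were also compared with a two-sided exact permutation test of the difference of mean log2 values, whose smallest p is 0.1 with 3 against 3. Sets of genes were tested with limma's camera, two-sided, with an inter-gene correlation of 0.01 and adjustment over 7 sets written by hand. The other computations used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1. The genes named in the text are the 51 DEGs of Supplementary Table 1, other genes the paper names, and the 5 genes with the smallest p in each direction among DEGs with a mean FPKM of at least 1 and no overlap between the groups. *Pigb*, *H1fx*, *Hist2h2aa1* and *Hist2h2aa2* were named after their values were seen.

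The thresholds, the model, the naming rule, the gene sets and 10 kinds of alternative were set before the data were examined. The alternatives were a pseudocount of 0.1, a filter on mean FPKM of at least 1, eBayes without the trend, an ordinary linear model without moderation, a library covariate (the sum of log2 values under the 75th percentile, as in Ballgown's own test) with an ordinary linear model, quantile normalization, median centring, the ratio of group mean FPKM as fold change, the replicate number as a block, and leaving out each of the 6 libraries in turn. For the gene sets, the inter-gene correlation was also estimated per set. A further 3 alternatives were added after the data were seen: a correction for GC content (a natural spline with 5 degrees of freedom, fitted to each library's deviation from the gene means and subtracted), that correction with the replicate block, and replicates 2 and 3 only in both groups. The 23 genes without a GC value were left uncorrected.

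The fits were tested on simulated data with 11234 genes, 200 of them changed by 1 on the log2 scale. With the spread of replicates 2 and 3, limma recovered 98.5% of the changed genes at the paper's thresholds and 86.0% after adjustment, where 8.99% of the calls were false. With the spread of all replicates it recovered 85.0% and 12.0%, and 7.69% of the adjusted calls were false. At the paper's thresholds, 1.85% of the unchanged genes were also called with the spread of replicates 2 and 3. With the spread of all replicates this share was 5.11%. The simulated noise was independent between libraries, without the shared GC trend or the same-number departures of the real ones. With the spread of all replicates 5.17% of the unchanged simulated genes had a limma p under 0.05, while 0.659% of the real genes did. The simulated rates therefore do not give the recovery or the false calls in the real data. Changes smaller than 1 on the log2 scale were not simulated. *Iigp1*, *Alpl*, *Bglap*, *Cx3cr1* and *Ache* were not analysed here. GO and KEGG enrichments were not recomputed, since no term annotation was used here, and qRT-PCR values were not analysed here.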

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

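The tests of GC content and of single libraries for these genes were chosen after their changes were seen, and the genes themselves were picked for small p values among DEGs with a mean FPKM of at least 1 and no overlap between the groups. The comparison with other splits of the samples was set before the data were examined.

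Of the 73 DEGs, 49 lie outside the 51 genes of the paper. They stand out because the paper reports no change for them. Other ways of dividing the 6 libraries into 3 and 3 were run through the same test. Of the 10 splits, 4 separate all 3 pairs of same-numbered libraries, and of these 4 only 1, the real one, gave as many as 73 DEGs; the other 3 gave 57, 44 and 52. With 4 splits, a chance division cannot be excluded as an explanation. The other 6 splits separate 1 pair each and gave 146 to 929 DEGs, so splits that keep same-numbered libraries together part these libraries more strongly than C3G does. After Benjamini-Hochberg adjustment 0 genes passed in the real split, as in 4 of 4 such splits, while 74 genes had an unadjusted p under 0.05. After the GC correction 71.2% of the 73 DEGs (52 genes) still passed both thresholds. The other DEGs no longer passed, and GC content bias may account for those. How far the correction moved the genes that still passed was not examined for the list, so their passing does not exclude this bias.

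Among these 49 genes, 4 had p values among the 5 smallest of their direction within DEGs with a mean FPKM of at least 1 and no overlap between the groups. *Nudcd3* (chromosome 11 of GRCm38, 6105691 to 6200415) had 7.85, 7.63 and 7.59 FPKM in control replicates 1, 2 and 3 and 15.4, 14.5 and 13.4 FPKM in C3G replicates 1, 2 and 3, a log2 fold change of 0.83 (limma p = 0.000728, exact permutation p = 0.1). *Flvcr1* (chromosome 1, 191005847 to 191026158) had 2.24, 2.48 and 2.11 FPKM in the controls and 3.16, 5.79 and 4.47 FPKM with C3G, a log2 fold change of 0.71 (limma p = 0.0120, exact permutation p = 0.1). *Ube2m* (chromosome 7, 13035120 to 13038275) had 50.5, 36.3 and 35.1 FPKM in the controls and 26.6, 22.1 and 19.6 FPKM with C3G, a log2 fold change of -0.80 (limma p = 0.00626, exact permutation p = 0.1). *Dynll2* (chromosome 11, 87979525 to 87987533) had 68.1, 41.5 and 54.5 FPKM in the controls and 33.8, 30.4 and 30.4 FPKM with C3G, a log2 fold change of -0.75 (limma p = 0.00931, exact permutation p = 0.1). The adjusted p of all 4 was 0.992, and 0.1 is the smallest p the exact permutation test allows.

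If GC content bias were the cause, these genes would lose their difference after the GC correction with the replicate block. The limma p was then 0.000259 for *Nudcd3*, 0.0472 for *Flvcr1*, 0.00812 for *Ube2m* and 0.00270 for *Dynll2*. Across all genes the GC correction moved Spearman's rho of log2 fold change with GC content from -0.541 to 0.02. It moved the log2 fold change of *Nudcd3* only to 0.81 and that of *Dynll2* only to -0.74. These values argue against GC content bias of the fitted kind as the cause of these 2 differences. The correction moved *Flvcr1* to 0.58 and *Ube2m* to -0.55, so GC content bias may account for a part of these differences and not for all. If 1 library carried the difference, leaving it out would bring the p to 0.05 or more. The largest limma p over the 6 fits was 0.00555 for *Nudcd3*, 0.0444 for *Flvcr1*, 0.0290 for *Ube2m* and 0.0353 for *Dynll2*. *Flvcr1* lies near the threshold in both tests. *Nudcd3* and *Flvcr1* have exons that overlap a gene on the opposite strand, and the authors' treatment of strand is not known. Depth was not tested, because the FPKM values do not show it. A response to C3G may underlie these differences, but chance among 11234 genes remains a candidate explanation for each, given adjusted p values near 1 and 1 of 4 comparable splits as the smallest share that could be reached.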

How the results depend on the processing

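The GC correction, the GC correction with replicate block and the comparison of replicates 2 and 3 only were chosen after the data were seen; the other alternatives were chosen earlier. The cause of the changes below was not tested, except for GC content.

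The result that 0 genes passed Benjamini-Hochberg adjustment held under all 18 alternatives, where 40 to 263 genes had an unadjusted p under 0.05. The number of DEGs at the paper's thresholds was 73, 45 higher and 28 lower. It stayed within 1.5 times of that under the pseudocount of 0.1 (66), the filter on mean FPKM (54), eBayes without trend (60), the library covariate (71), quantile normalization (60), median centring (56) and the ratio of means (74). The ordinary linear model gave 48 DEGs, 16 of them lower. The replicate block gave 169 (100 higher, 69 lower), the GC correction 135 (67 higher, 68 lower), the GC correction with replicate block 246 (119 higher, 127 lower), and replicates 2 and 3 only 191 (88 higher, 103 lower). Median centring gave 29 higher genes. Across the 6 fits that each left out one library there were 40 to 144 DEGs, 23 to 77 higher and 13 to 68 lower. The share of higher genes was 61.6% with the values as deposited, 50.0% with quantile normalization (30 higher, 30 lower), 51.8% with median centring (29 higher, 27 lower) and 49.6% with the GC correction. The median log2 fold change of all genes moved from 0.06 to 0.00 with quantile normalization and -0.01 with median centring. A count does not show which genes. Of the 73 DEGs, the library covariate shared 28, the ordinary linear model 33, median centring 48, quantile normalization 49, the GC correction 52, the replicate block 62, both together 57, replicates 2 and 3 only 39, and the fits that each left out one library 23 to 47.

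Of the 50 genes of the paper that were tested, 24 passed its thresholds in its direction. The alternatives gave 14 (median centring) to 31 (ordinary linear model), and the fits that each left out one library 11 to 20. The replicate block gave 25.

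Of the 7 gene sets, 3 had an adjusted p under 0.05. With the inter-gene correlation estimated per set 0 did, and the smallest unadjusted p was 0.0865, so 0 were under 0.05 unadjusted as well. The library covariate gave 1, and the fits that each left out one library gave 0 to 4. The replicate block kept the V-ATPase, GPI anchor and integrated stress sets, each at an adjusted p of 0.0355. The median log2 fold change of the integrated stress response set ran from -0.16 to 0.0520 and that of the interferon response set from -0.0861 to 0.0537 across the fits that each left out one library. The gene sets were not run under the ordinary linear model, because camera moderates variances itself, or under the ratio of means, which changes no test statistic.

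For the 61 named genes, 1088 values were computed under the alternatives; genes under the mean FPKM filter have none there. Direction and side of the p threshold held in 866 of them, 144 lost the threshold in the same direction, 48 gained it and 30 reversed. The reversals belong to 8 genes, none of which passed the thresholds. Under the library covariate the log2 fold change was -0.0712 for *Ly6a*, -0.0110 for *Runx2*, -0.0541 for *Spp1* and -0.0585 for *Atp6v1h*. Under quantile normalization it was -0.0411 for *Cenpx*, -0.0214 for *Tmem55b* and -0.0193 for *Atp6v1h*, and under median centring -0.0670, -0.0237 and -0.0261. Under the GC correction, with or without the replicate block, it was -0.0232 for *Tmem55b*, -0.0489 for *Spp1* and -0.25 for *Atp6v1h*. With replicates 2 and 3 only it was -0.0760 for *Ly6a*, -0.10 for *Spp1*, -0.0338 for *Atp6v1h* and 0.0234 for *Txndc5*. Across the fits that each left out one library, it ran from -0.15 to 0.47 for *Ly6a*, -0.21 to 0.17 for *Cenpx*, -0.0535 to 0.18 for *Tmem55b*, -0.0476 to 0.25 for *Runx2*, -0.11 to 0.24 for *Spp1*, -0.28 to 0.0125 for *Sp7* and -0.0881 to 0.14 for *Atp6v1h*. *Cx3cl1*, *Foxp1*, *Pigc* and *Camk2g* passed both thresholds under all 18 alternatives. The depth of the libraries is unknown, so its effect on any of these results could not be examined.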

Differences from the paper's values

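The paper gives 17 downregulated DEGs and the deposited FPKM values gave 28 with limma. Of the alternatives set before the data were examined, the filter on mean FPKM (24), eBayes without trend (24), the ordinary linear model (16) and leaving out C3G replicate 1 (22), 2 (16) or 3 (13) brought the count within 1.5 times of the paper's, and the others did not. The paper's totals of 51 DEGs, 34 upregulated DEGs and 11238 genes stand beside 73, 45 and 11234 here, within 1.5 times.

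The log2 fold changes of 9 genes differ from those in Supplementary Table 1 by more than the standard error or in sign. That error measures the spread between replicates and not the error between calculations on the same libraries, so it is a wide yardstick. Within 0.1 of the paper's value lay 39 of the 50 genes. *Ly6a* is 0.82 in the paper and 0.18 here, *Cenpx* 0.82 in the paper and 0.00365 here, *Adprhl2* -1.20 in the paper and -0.41 here, *Txndc5* -1.14 in the paper and -0.41 here, and *Tmem55b* -0.61 in the paper and 0.0470 here. For these 5 genes none of the alternatives set before the data were examined closed the gap. For the other 4, some of these alternatives came within their own standard error of the paper's value. *Lsm12* is 1.05 in the paper and 0.53 here. Leaving out control replicate 3 moved it to 0.87, within the error, while the library covariate, at 0.55, came within it only by a wider error. *Ccdc115* is 0.60 in the paper and 0.35 here. The pseudocount of 0.1 (0.39) and leaving out control replicate 3 (0.56) or C3G replicate 1 (0.45) moved it nearer and within the error; without C3G replicate 3 it moved away, to 0.32, and came within a wider error only. *Nfya* is 0.54 in the paper and 0.32 here, and the pseudocount of 0.1 (0.37) and leaving out control replicate 2 (0.44), C3G replicate 1 (0.36) or C3G replicate 2 (0.36) moved it nearer and within the error. *Gm20521* is -0.48 in the paper and -0.86 here. The library covariate (-0.67) and leaving out control replicate 1 (-0.64) or C3G replicate 3 (-0.56) moved it nearer and within the error, while the ordinary linear model left it at -0.86 and only widened the error. The other alternatives set before the data were examined did not come within the error for these 4 genes.

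Of the 50 DEGs of the paper tested here, 26 did not pass its thresholds with limma. No alternative called *Ly6a*, *Cenpx*, *Nfya*, *Atxn7*, *Hjurp*, *Tmem53*, *Glod4*, *Txndc5* or *Tmem55b*. The other 17 were called by at least 1 alternative. The ordinary linear model called *Nit1*, *Lyplal1*, *Smad7*, *Zfp668*, *Faap24*, *Nectin1*, *Fndc4*, *Ubl4a* and *Erich1*. The library covariate called *Syngr4*, *Faap24*, *Nectin1*, *Ubl4a* and *Erich1*. Quantile normalization called *Atp6v0c* and *Faap24*, median centring and eBayes without trend *Faap24*, the ratio of means *Syngr4*, and the replicate block *Adprhl2*, *Faap24*, *Nectin1* and *Fndc4*. Leaving out control replicate 1 called *Moap1*, *Syngr4*, *Faap24* and *Erich1*, leaving out control replicate 3 called *Lsm12* and *Ccdc115*, and leaving out C3G replicate 3 called *Atp6v0c* and *Moap1*. Of the alternatives chosen after the values were seen, the GC correction called *Atp6v0c*, *Lmcd1*, *Zfp668*, *Faap24*, *Ubl4a* and *Erich1*. With the replicate block it called *Lmcd1*, *Zfp668*, *Syngr4*, *Adprhl2*, *Faap24*, *Fndc4*, *Ubl4a* and *Erich1*, and replicates 2 and 3 only called *Hist1h2bq*, *Syngr4* and *Faap24*.

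The paper ranks *Lsm12* first among upregulated genes by log2 fold change. Here, on log2(FPKM + 1), *Foxp1*, at 0.88, had the largest of the paper's upregulated genes. This rank depends on the scale: *Defb25* was above *Foxp1* under the pseudocount of 0.1 (2.56 against 1.04) and the ratio of means (2.73 against 1.07). The paper's text places lysosome organization among the first terms for upregulated DEGs, while its Supplementary Table 2 has that term at rank 12 by p.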

Other observations

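The 7 gene sets, and a direction for each but the NRF2 response, were set before the data were examined. The set tests were two-sided. The tests of GC content, of replicates 2 and 3, of sets without the paper's genes, and of the libraries were chosen after the result was seen.

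Control replicate 1 stands apart from the other 5 libraries. The first principal component held 77.8% of the variance and set this library apart. Its deviation from control replicates 2 and 3 ran with transcript GC content (Spearman's rho 0.748 across genes), with a median of -1.13 on the log2 scale in the lowest eighth of GC content and 0.64 in the highest. GC content bias is thus a candidate explanation. After the GC correction its correlation with the other libraries was 0.938 to 0.957, still under the 0.978 to 0.992 of the other pairs, so the bias does not explain all of the distance. Transcript length is an unlikely cause, since within 40 bins of GC content the median rho with length was -0.0906. A few abundant genes are not the cause, since its 10 highest genes took 9.51% of all FPKM, against 10.0% to 11.8% in the others. Its highest correlation was with C3G replicate 1 (Pearson's r 0.939), against 0.886 and 0.898 with control replicates 2 and 3. The *Cx3cl1* value of control replicate 1, 24.0 FPKM, lies with the other controls. That gene has the smallest limma p with this library counted as a control. Its value therefore cannot exclude that control replicate 1 is a C3G library under a control label. A difference in depth could not be told apart from the rest: it lists 71 genes at 0, against 9 to 18 in the others, but the total reads are not given. No biological explanation was tested, since the design gives none within the control group.

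In control replicate 1 the 13 mitochondrial genes took 0.906% of all FPKM, against 9.42% to 12.2% in the other 5 libraries. Their median deviation from the other controls was -3.91 on the log2 scale, from -5.99 to -1.97. The 1092 nuclear genes in the same range of GC content (31.9% to 41.1%) had a median of -1.16, and 0 (0%) of them fell as far as the median mitochondrial gene, so GC content bias of the kind seen in nuclear genes is unlikely to account for it. A different RNA fraction or library preparation for this sample may be a cause, and was not tested because the labels give no batch.

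Across all genes the log2 fold change fell with GC content (rho -0.541), and the upregulated DEGs had a median GC content of 48.5% against 55.2% for the downregulated ones and 49.6% for all genes. The GC content of the control group's first library is a candidate source of this pattern, and a part of the up and down split may come from it.

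The V-ATPase genes were tested as a set because the paper's lysosome terms rest on *Atp6v0c* and *Ccdc115*. In the set, 18 of 20 genes were higher with C3G, with a median log2 fold change of 0.20 against 0.06 for other genes (camera, adjusted p = 0.00393). Without the 2 DEGs of the paper 16 of 18 were higher and the adjusted p was 0.0484, but it was 0.0674 after the GC correction, 0.0994 with the replicate block and 0.0994 with both. The set includes *Atp6v1h*, at a log2 fold change of 0.04 (limma p = 0.813, exact permutation p = 0.8), whose sign reversed under quantile normalization, median centring, the library covariate and the GC correction. With the 2 DEGs in the set, the adjusted p after the GC correction was 0.0120. The correction lowered the median of the set to 0.14 and that of the other genes to -0.00152, so the distance between them hardly changed. For the whole set this argues against GC content bias of the fitted kind as the cause of that distance. Without the 2 DEGs the adjusted p was no longer under 0.05 after the correction, so the question stays open for the other 18 genes. With replicates 2 and 3 only, however, the camera p was 0.902 and the median log2 fold change -0.04, so a difference carried by the replicate 1 libraries is a likely explanation. Of the 4 splits that separate all same-numbered pairs, 2 gave a p as small. Adjusted p values across the alternatives ran from 0.000145 to 0.902. The rise of this set cannot be told apart from the departure of the first libraries.

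The GPI anchor biosynthesis genes were tested because the paper's GPI terms rest on *Pigc* and *Pigk*. Of 28 genes 22 were higher, with a median log2 fold change of 0.14 (camera, adjusted p = 0.00393). Without *Pigc* and *Pigk* 20 of 26 were higher, but the adjusted p was 0.106, so the 2 DEGs of the paper carry much of the result. *Pigb*, chosen after its values were seen, was also higher (0.43 on the log2 scale, limma p = 0.0182, exact permutation p = 0.1). After the GC correction the adjusted p of the set was 0.0113, and 0.0300 with the replicate block. The median of the set was then 0.0977 against -0.00153 for the other genes, and 19 of 28 genes were higher. The distance to the other genes thus hardly changed, which argues against GC content bias of the fitted kind as its cause. With replicates 2 and 3 only the camera p was 0.0140, but the median log2 fold change was -0.01 and 14 of 28 genes were higher, so that a few genes rather than the whole set may carry it. Of the 4 splits, 1 gave a p as small, the real one, which is the smallest number possible. The set held *Pigc* and *Pigk*, which were called on the real split of these libraries. That favours the real split in advance, so the comparison of splits cannot decide for this set. Adjusted p values across the alternatives ran from 0.00127 to 0.418.

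The integrated stress response set, tested because of *Ppp1r15a*, was lower, with an adjusted p of 0.0394 and 7 of 17 genes higher. Without *Ppp1r15a* its adjusted p was 0.187. With all genes it was 0.269 after the GC correction, 0.452 after that correction with the replicate block and 0.783 with replicates 2 and 3 only (11 of 17 higher), and across the alternatives it ran from 0.00478 to 0.853. The other sets did not pass: hypoxia response, tested because of *Car9* and *Pfkfb4*, had an adjusted p of 0.103 with 18 of 23 genes higher, NRF2 response 0.177 with 8 of 21 higher, interferon response 0.177 with 11 of 22 higher, and osteoblast markers 0.473 with 12 of 18 higher. The hypoxia set did pass under some alternatives, with adjusted p values of 0.0491 under quantile normalization, 0.0151 without C3G replicate 3 and 0.0161 with replicates 2 and 3 only (19 of 23 higher), in a range of 0.0151 to 0.633. The interferon set had an adjusted p of 0.0117 without C3G replicate 3 (8 of 22 higher) and 0.0445 after the GC correction with the replicate block (6 of 22 higher), in a range of 0.0117 to 0.883. Both are a fall where *Ly6a* and *Iigp1* had given reason to look for a rise. In all, 3 of 7 sets passed in the real split, and of the 4 comparable splits 1, the real one, gave as many. The other 3 gave 1 set each. Several sets were tested because of DEGs of the paper, which were called on the real split, and those DEGs were kept in them. That favours the real split in advance, so this count is no evidence for a response to C3G.

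The log2 fold changes of 9 genes differ from the paper's by more than the standard error or in sign. A different pseudocount or fold definition was tested as an explanation: under the better of the pseudocount of 0.1 and the ratio of group means, 7 of the 9 still differed. These choices therefore do not account for most of the gap, and gene models or another set of transcript-level values remain untested.

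The paper reports higher *Tmem55b*, *Gm20521*, *Nkiras2* and *Tex2* by qRT-PCR in C3G-treated cells. In the FPKM values the log2 fold change was 0.05 for *Tmem55b*, -0.86 for *Gm20521*, -0.43 for *Nkiras2* and -0.36 for *Tex2*. For *Ly6a* and *Cenpx*, which the paper's text reports as significantly different by qRT-PCR without stating a direction, the FPKM values showed no difference beyond the replicate spread (exact permutation p = 0.8 and 1). *Gapdh*, the internal control of the qRT-PCR, had 65.8, 120 and 171 FPKM in control replicates 1, 2 and 3 and 192, 207 and 102 FPKM in C3G replicates 1, 2 and 3. The difference was 0.52 on the log2 scale with a standard error of 0.419 (limma p = 0.252, exact permutation p = 0.4), and 22.8% of the 75-base stretches of its transcript occur in other genes, so its FPKM is uncertain.

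The following histone genes were noticed after the values were seen. *Hist2h2aa1* was listed at 0 in control replicate 1 and C3G replicate 1, and at 19.8, 22.1, 22.6 and 22.3 FPKM in control replicates 2 and 3 and C3G replicates 2 and 3. Its neighbour *Hist2h2aa2* had 21.2 to 31.0 FPKM in the 6 libraries. Of the 75-base stretches, 88.9% of those of *Hist2h2aa1* occur in other genes, so the zeros can be failed estimates. *H1fx* (GC content 71.3%) had 220, 60.8 and 78.7 FPKM in control replicates 1, 2 and 3, 80.6 and 0.932 FPKM in C3G replicates 1 and 2, and was listed at 0 in C3G replicate 3.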
